# Cytoplasm-nucleus shuttling of TET2: an intrinsic brake in colorectal cancer progression

**DOI:** 10.1038/s41419-026-08418-5

**Published:** 2026-01-28

**Authors:** Changpeng Li, Fei Meng, Jingcai He, Linna Dong, Yuexian He, Qing Guo, Kerou Zeng, Yanhua Wu, Haofei Ge, Shiyu Chen, Tingting Yang, Yusheng Zhou, Yulu Wang, Lin Liu, Qiwen Ren, Meiai He, Hao Sun, Lining Liang, Lin Guo, Xiaolin Li, Jiahong Hong, Zhenhua Huang, Hui Zheng

**Keywords:** Cell migration, Cancer

## Abstract

Colorectal Cancer (CRC) progression is a complex and dynamic process closely linked to TET2-mediated DNA demethylation. Distinct from our previous study on TET2 nuclear loss, which can be observed in the whole tumor progression process, the nuclear increase of TET2 was only observed in tumors at the beginning of metastasis. In addition, cells with nuclear TET2 were located at the bottom of the mucosa, which is the invasion front of CRC. All of these results suggested crucial roles of TET2 nuclear increase during tumor progression. Mechanistically, epithelial-mesenchymal transition (EMT) and the activation of the WNT pathway, which is normally recognized as tumor promotion events, were shown to correlate with the cytoplasm-nucleus shuttling of TET2, which is associated with tumor suppression. Nuclear TET2, in turn, mitigated further EMT and WNT activation, suggesting a negative feedback loop between TET2 and the EMT/WNT pathway. Such a negative feedback loop was further supported by single-cell RNA sequencing (scRNA-seq) analysis of both the CRC progression models and the clinical CRC samples. Together, these findings indicate that the tumor inhibition role of EMT/WNT pathway and TET2 is an intrinsic brake on cancer progression, which represents a potential therapeutic target for CRC.

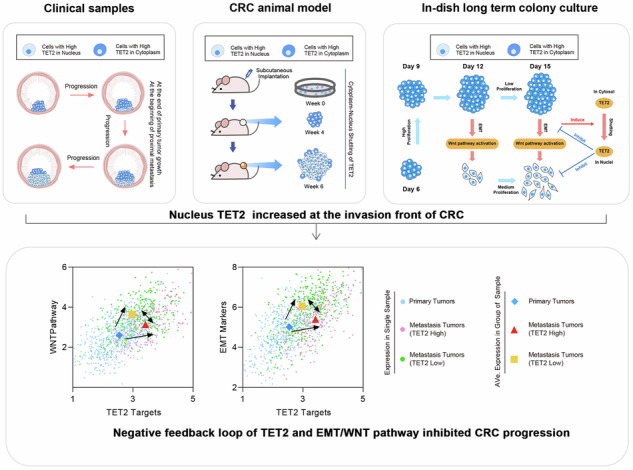

## Introduction

Ten-eleven translocation methylcytosine dioxygenases 2 (TET2) catalyze the 5mC to 5-carboxylcytosine (5caC) [1, 2], and the deregulation of TET2 is associated with severe consequences, such as functional failure, as well as the initiation of diseases, including cancer [3].

EMT is normally considered as an important cell fate transition process of CRC, which promotes tumor progression [4]. Notably, certain metastatic subpopulations in pancreatic and breast carcinomas [5, 6] demonstrate EMT irrelevant dissemination, collectively revealing the complexity of EMT in tumor progression. In CRC, the WNT pathway is also activated through nuclear accumulation of β-catenin, which is also a critical regulator and marker of EMT [7]. EMT and the activation of the WNT pathway often coincide during the progression of solid tumors [8, 9]. These pathways play crucial roles in the late-stage of tumor progression by regulating processes such as the development and maintenance of invasive potential, stemness, disruption of cell-cell adhesion, and resistance to therapy [10].

In recent years, many compounds have been developed to target the EMT/WNT pathway for cancer treatment. However, few have succeeded, highlighting the complexity of these pathways [11]. In this study, we observed a tumor-inhibitory effect of EMT/WNT pathway by promoting the cytoplasm-nucleus shuttling of TET2, which inhibited the progression of CRC. And the EMT/WNT pathway formed a negative feedback loop with TET2, making TET2 an intrinsic brake against CRC progression.

## Results

### Impact of TET2 localization on survival and progression of CRC patients

In the current study, samples were divided into four categories based on the percentage of cells showing nuclear TET2 and low levels of 5mC. Samples with over 90% nuclear TET2, 50–90% nuclear TET2, 10–50%nuclear TET2, and below 10% nuclear TET2 were respectively classified as the “nucleus only”, “nucleus major”, “cytoplasm major”, and the “cytoplasm only” group. Correspondingly, 5mC levels varied across these groups, reflecting the shift in TET2 subcellular distribution and activity (Fig. 1A, B and Table S1).

**Fig. 1:**
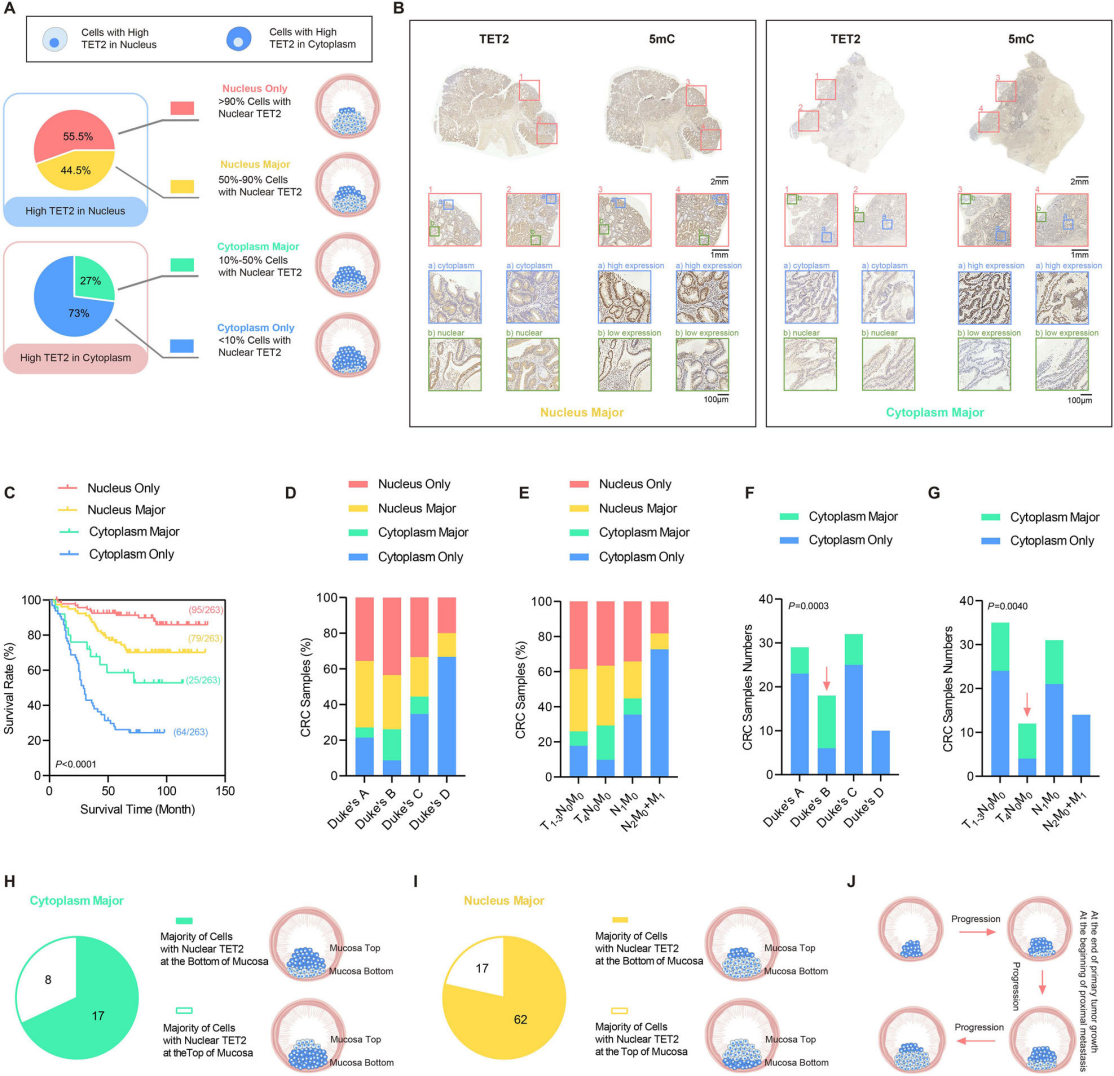
Mosaic localization pattern of TET2 is observed in CRC tissues. **A** The schematic diagram shows: samples of TET2 with “nucleus only” and “nucleus major” were categorized from the previously classified “High TET2 in the nucleus” samples; similarly, samples of TET2 with “cytoplasm only” and “cytoplasm major” were segmented from the earlier identified “High TET2 in the cytoplasm” samples. **B** Representative IHC images of TET2 and 5mC in serial sections for CRC samples categorized into different types. Note that “cytoplasm only” and “nucleus only” were already shown in our previous study. **C** Kaplan–Meier survival plots for the four indicated groups of all 263 patients. All 263 samples were classified with Duck’s (**D**) and TNM (**E**) staging to analyze the relationship between staging and the four indicated groups of samples. The percentage of “cytoplasm major” patients increased in the indicated Duke’s stage B (**F**) and T_4_N_0_M_0_ stage (**G**). The distribution of cells with nuclear TET2 at the bottom and the top of the mucosa was summarized in the “cytoplasm major” (**H**) and the “nuclear major” (**I**) groups. **J** A schematic illustration of the cytoplasm-nucleus shuttling of TET2 localization during CRC progression. Additional statistical information was provided in Table S3.

Consistent with our previous results [12], higher levels of nuclear TET2 were correlated with better survival of the corresponding CRC patients. The “nucleus only” group exhibited better survival than the “nucleus major” group, and the “cytoplasm major” group exhibited better survival than the “cytoplasm only” in both cohorts of patients enrolled in this study (Figs. 1C and S1A, B). To further determine the change of the localization of TET2 in tumor progression, we checked the subcellular distribution pattern of TET2 across different Duke’s stages. We observed that as Duke’s stage advanced from A to D, the proportions of samples categorized as the “nucleus only” and “nucleus major” decreased. Conversely, the proportions of samples classified as the “cytoplasm only” and “cytoplasm major” increased (Figs. 1D and S1C, D). A similar phenomenon was also observed with TNM staging (Figs. 1E and S1E, F). All these data indicated that the nuclear localization of TET2 decreased during the tumor progression process.

Next, we analyzed the nuclear loss of TET2 by comparing the ratio of samples between the “nucleus only” and “nucleus major” groups across different tumor stages, as nuclear loss is more likely to occur in samples with predominantly nuclear TET2. Unfortunately, the nuclear loss of TET2 did not show a significant preference across CRC stages (Fig. S1G, H). Conversely, we investigated the cytoplasm-nucleus shuttling of TET2 in samples classified as the “cytoplasm major” and “cytoplasm only”. As shown in Fig. 1F, G, significantly more samples in the “cytoplasm major” groups were observed at Duke’s stage B and T_4_N_0_M_0_ stage. These results indicated a slight increase in TET2 nuclear localization in this period of tumor growing, but the overall nucleus TET2 was decreased, as we can see the highest stages of CRC exhibit lowest level of nucleus TET2 (Fig. 1F, G).

CRC cancer cells at Duke’s stage B and T_4_N_0_M_0_ are typically at a stage where the primary tumor has reached its local growth limit, and metastasis begins [13]. We analyzed the localization of cells with nuclear TET2 in these samples. Cells with nuclear TET2 were more frequently found at the bottom of the mucosa rather than the top in samples from the “cytoplasm major” group (Fig. 1H and S1I). In addition, similar phenomena were observed with samples of the “nucleus major” group (Figs. 1I and S1I). Since CRC tumor cell invasion typically occurs in the bottom area of the mucosa, which is associated with conditions such as nutrient and oxygen deprivation that initiate EMT [14], it is reasonable to suggest that the cytoplasm-nucleus shuttling of TET2 occurs at the end of primary tumor growth or at the onset of proximal metastasis (Fig. 1J). Finally, multivariate Cox regression analysis demonstrated that TET2 acts as an independent prognostic factor of CRC survival (Fig. S2).

### Dynamics of TET2 subcellular localization during tumor growth

To confirm the cytoplasm-nucleus shuttling of TET2 during the progression of CRC, we subcutaneously transplanted wild-type SW620 cells overexpressing an empty FLAG-vector (SW620-FLAG) and cells overexpressing the catalytic domain of TET2 (SW620-TET2CD), both of which exhibit cytoplasmic TET2 [12], into nude mice (Fig. 2A).

**Fig. 2:**
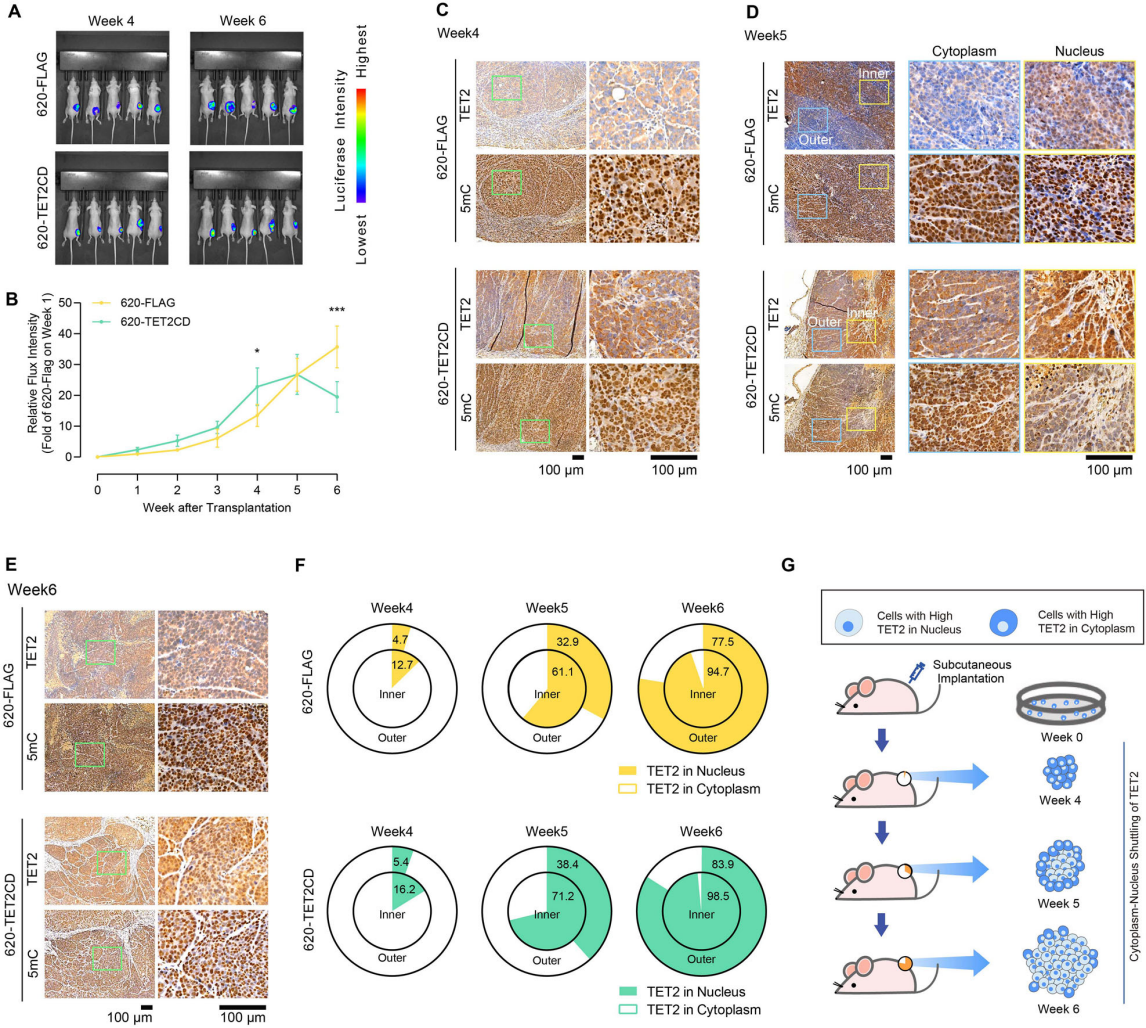
The cytoplasm-nucleus shuttling of TET2 was observed during CRC progression in nude mice. **A**, **B** SW620 cells over-expressing FLAG or TET2CD were transplanted into nude mice with living imaging (**A**). Tumor sizes were monitored and compared at the indicated time points (**B**). Note that only living cells were measured. IHC was used to determine the expression and localization of TET2 and the level of 5mC at week 4 (the early stage) (**C**), week 5 (the middle stage) (**D**) and week 6 (the late stage) (**E**). **F** The cytoplasm-nucleus shuttling of TET2 in the inner and outer of tumor mass were summarized at week4, week5, and week6. **G** The cytoplasmic-nuclear shuttling of TET2 during tumor growth of SW620 cells in nude mice is summarized in a schematic diagram. Additional statistical information was provided in Table S3.

During the initial four weeks of transplantation, the overexpression of TET2CD did not suppress the growth of SW620 cells in nude mice (Fig. 2A, B). The subcellular localization analysis at week 4 disclosed that both endogenous and exogenous TET2 were predominantly located in the cytoplasm, which was in line with the strong IHC signals against 5mC (Fig. 2C). At week 5, an increase in nuclear TET2 and a decrease in 5mC signal were observed in mice transplanted with both SW620-FLAG and SW620-TET2CD cells (Fig. 2D). At week 6, nuclear TET2 area expanded and surpassed cytoplasmic TET2. With the increase in nuclear TET2, the overexpressed TET2CD acquired the ability to induce DNA demethylation and inhibit tumor growth, as evidenced by the smaller tumor sizes in SW620-TET2CD-transplanted mice (Fig. 2B) and the decreased IHC signals against 5mC (Fig. 2E).

Importantly, the nuclear translocation of TET2 appears to initially occur in the inner regions of tumor tissues (Fig. 2C–F). These inner tumor areas in nude mice models have long been known to experience hypoxia and nutrient deprivation during the rapid growth of the tumor mass [15]. The cytoplasm-nucleus shuttling of TET2 may thus be closely associated with hypoxia and nutrient scarcity. In conclusion, the cytoplasm-nucleus shuttling of TET2 was observed during the growth of SW620 tumors in nude mice (Fig. 2G).

### EMT/WNT pathway activation is associated with cytoplasm-nucleus shuttling of TET2 during long-term culture

Since SW620 cells exhibit high expression levels of E-Cadherin and strong cell-cell interactions [12], they initially grow as individual colonies in a spherical shape with multiple layers of cells during the early culture period (day 0–9) in a petri dish in vitro. As the culture time increases, the cells inside colonies migrate outward and acquire a mesenchymal morphology by day 12–15 distinct from SW480 (Fig. S3A). These colony characteristics of SW620 cells closely resemble the real tumor growth dynamics. To mimic tumor growth in vitro, we cultured SW620 colonies for an extended period (long-term culture assay, LTC) of 15 days (Fig. S3A).

During the initial phase of SW620 colony culture (day 0-9), TET2CD did not significantly inhibit the growth of SW620 (Fig. 3A–C). However, progressively enhanced suppressive effects of TET2CD on SW620 growth were observed from day 9 to day 15 (Fig. 3A–C). Subsequent Dot Blot analysis demonstrated significant DNA demethylation induced by TET2 in the cells outside the colonies, indicating the activation of TET2 in these cells (Fig. 3D). These findings collectively suggest the occurrence of cytoplasm-nucleus shuttling of TET2 during the later stage of SW620 LTC.

**Fig. 3:**
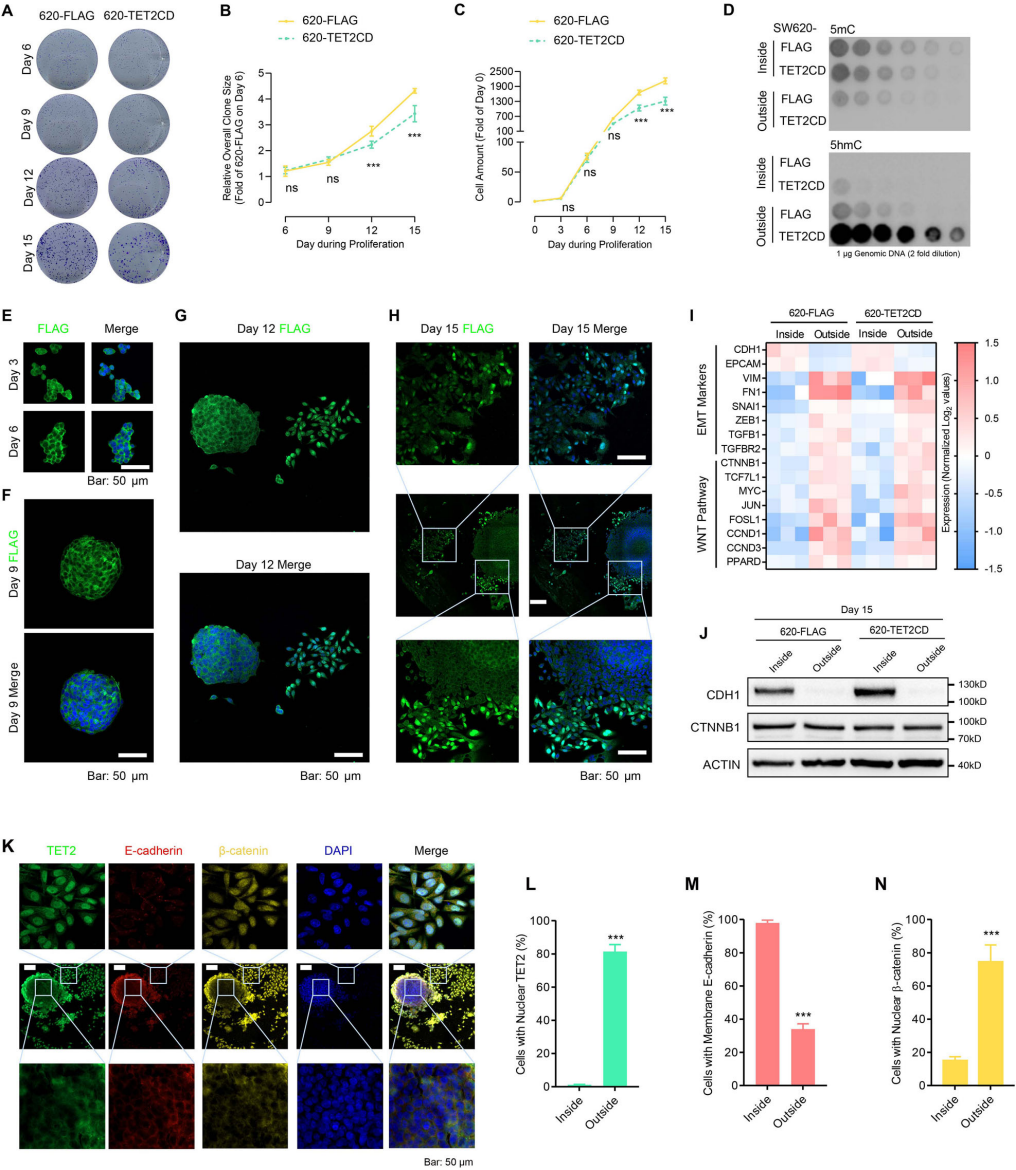
The cytoplasm-nucleus shuttling of TET2 was observed in SW620 LTC. **A**–**C** SW620 single cell colonies were cultured for 15 days without passage stained with crystal violet (**A**). The overall colony size (**B**) and the amounts of cells (**C**) were summarized. **D** The activity of TET2 in cells inside and outside the colonies was measured with 5mC/5hmC Dotblot on Day 15. IF was conducted at day 3 (**E**), 6 (**E**), 9 (**F**), 12 (**G**) and 15 (**H**) to indicate the localization of TET2CD. **I** The expression of selected markers in RNA-seq analysis. **J** Immunoblotting of CDH1 and CTNNB1 in cells inside and outside the colonies. **K**–**N** IF was performed to determine the localizations of TET2, CDH1 and CTNNB1 in cells inside and outside the colonies on day 15 (**K**). The cells with nuclear TET2 (**L**), membrane E-cadherin (**M**), and nuclear β-catenin (**N**) were summarized. Additional statistical information was provided in Table S3.

To confirm the cytoplasm-nucleus shuttling of TET2, we monitored its subcellular localization during SW620-TET2CD LTC. Initially, TET2CD was predominantly localized in the cytoplasm during the days 0–9 of LTC (Fig. 3E, F). By days 12 and 15, the cells were categorized into two groups: those inside and outside the colonies. Inside cells are located within the cell colony with intense cell contact while outside cells are located at the edge or at the outside of cell colony with loosen cell contact. TET2CD remained in the cytoplasm in the cells inside the colonies, whereas it re-localized to the nucleus in the cells outside the colonies (Fig. 3G, H). Therefore, the cytoplasm-nucleus shuttling of TET2 occurred during the migration of cells out of the colonies. Note that in regular passage of SW620, TET2 remained in cytoplasm (Fig. S3B). Bulk RNA-seq analysis conducted on the cells inside and outside the colonies on day 15 confirmed the activation of the WNT pathway and EMT in the cells outside the colonies (Fig. 3I, GSE188329), which were closely correlated with the cytoplasm-nucleus shuttling of TET2. 

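The bulk RNA-seq compared cells inside and outside the colonies on day 15 of LTC. The SW620 colorectal cancer cells carried either a FLAG control vector (SW620-FLAG) or the catalytic domain of TET2 (SW620-TET2CD). Each line and location has 1 library in the data used here, so no condition has a replicate here. The authors prepared the libraries with an Illumina TruSeq kit, sequenced them on a NextSeq instrument and deposited RSEM gene tables. These tables give an expected count per gene, which is RSEM's estimate of the number of reads from that gene, and a TPM value. The aligner, the annotation release and the genome build behind the tables are not given in the sources used here. Expected counts summed to 25257469 in SW620-FLAG cells inside the colonies and 22908771 in those outside, and to 21234718 and 25854058 in the corresponding SW620-TET2CD libraries. The tables list 60669 genes, of which 45 Y-chromosome copies of pseudoautosomal genes were left out. Expected counts were rounded to whole numbers, scaled by edgeR's TMM factors and expressed as CPM, each library scaled to the same total. Ratios between locations within a line are log2 ratios of CPM with a pseudocount of 1. Location was tested with edgeR's quasi-likelihood test (two-sided) with the line as a block, over the 17722 genes that passed edgeR's filter on low counts. The other line is the only replicate of the location effect, which leaves 1 residual degree of freedom, and this degree of freedom also holds any difference of the effect between the lines. In counts simulated with the same design, the test recovered 53.5% of the genes given a log2 fold change of 1 and 88% of those given a log2 fold change of 2, with 13 false calls among 17356 genes. The simulated lines did not differ in level or in location effect, and genes of like expression shared a dispersion. Recovery in the real counts may therefore be lower, and the absence of calls there does not show that few genes changed. Gene positions are those of the GENCODE annotation of GRCh38, matched by Ensembl identifier.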

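No gene passed an adjusted p of 0.05 between cells outside and inside the colonies (smallest adjusted p = 0.278, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 1068 genes, and DESeq2's Wald test called 21, of which 10 were higher and 11 lower outside. The alternative that moved this count most was to test all 31544 genes with a count, without the filter on low counts, which gave 472 genes. Fig. 3I lists 16 markers, 14 of them drawn higher and 2 drawn lower outside. In SW620-FLAG 10 of the 16 moved in the drawn direction, in SW620-TET2CD 11, and 7 moved in the drawn direction in both lines, namely VIM, ZEB1, CCND1, PPARD, TCF7L1, CDH1 and EPCAM. VIM (ENSG00000026025, chromosome 10, 17228241 to 17237593, plus strand) rose outside the colonies from 15.7 to 33.9 CPM in SW620-FLAG and from 53.9 to 227 CPM in SW620-TET2CD, log2 ratios of 1.06 and 2.06. Its fitted log2 fold change was 1.62 (standard error 0.24, adjusted p = 0.772 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher outside in 2 of 2 lines. VIM was past the threshold by DESeq2 and without the filter on low counts, and without the SW620-TET2CD library from outside its fold change was -0.03, in a comparison where line and location are no longer separate. CDH1 (ENSG00000039068, chromosome 16, 68737292 to 68835537, plus strand), the epithelial cadherin, went from 318 to 272 CPM in SW620-FLAG and from 466 to 216 CPM in SW620-TET2CD, log2 ratios of -0.22 and -1.11. EPCAM had log2 ratios of -0.04 in SW620-FLAG and -0.51 in SW620-TET2CD. Among the WNT pathway genes, CCND1 had log2 ratios of 0.30 and 0.35, TCF7L1 of 0.08 and 0.65 and PPARD of 0.12 and 1.31 in SW620-FLAG and SW620-TET2CD. The EMT transcription factor gene ZEB1 had log2 ratios of 0.15 and 0.46. SNAI1 (-0.17 and -0.70) and JUN (-0.16 and -0.69) were lower outside in both lines, and the remaining 7 markers moved in opposite directions in the lines, among them FN1 with log2 ratios of -0.58 and 1.44. None of the 16 passed an adjusted p of 0.05 over all genes, 4 had an unadjusted p under 0.05, and VIM alone passed when adjusted over the list alone (adjusted p = 0.0202, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The study chose this list to show its own comparison of these locations, so the count over the list alone is not independent evidence. Whether the libraries used here are among those drawn in Fig. 3I is not given in the sources used here. Of the genes the paper names as TET2 targets, VEGFA stood at 166 TPM inside and 183 TPM outside in SW620-FLAG. In SW620-TET2CD it was lower outside, at 306 TPM inside and 181 TPM outside. RORA stood at 2.58 and 2.83 TPM in SW620-FLAG and at 2.51 and 8.27 TPM in SW620-TET2CD, inside and outside. SPARC was at most 0.58 TPM in these 4 libraries. Over all tested genes the median log2 ratio was 0.01 in SW620-FLAG and 0.00 in SW620-TET2CD, and 55.5% of genes had the same sign in both lines. The log2 ratios of the lines had a Pearson r of 0.202 across genes, which are not independent replicates. From the markers in Fig. 3I, the paper concludes that the WNT pathway and EMT are activated in cells that have left the colonies, and it relates this to the movement of TET2 into the nucleus.

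**Figure D1:**
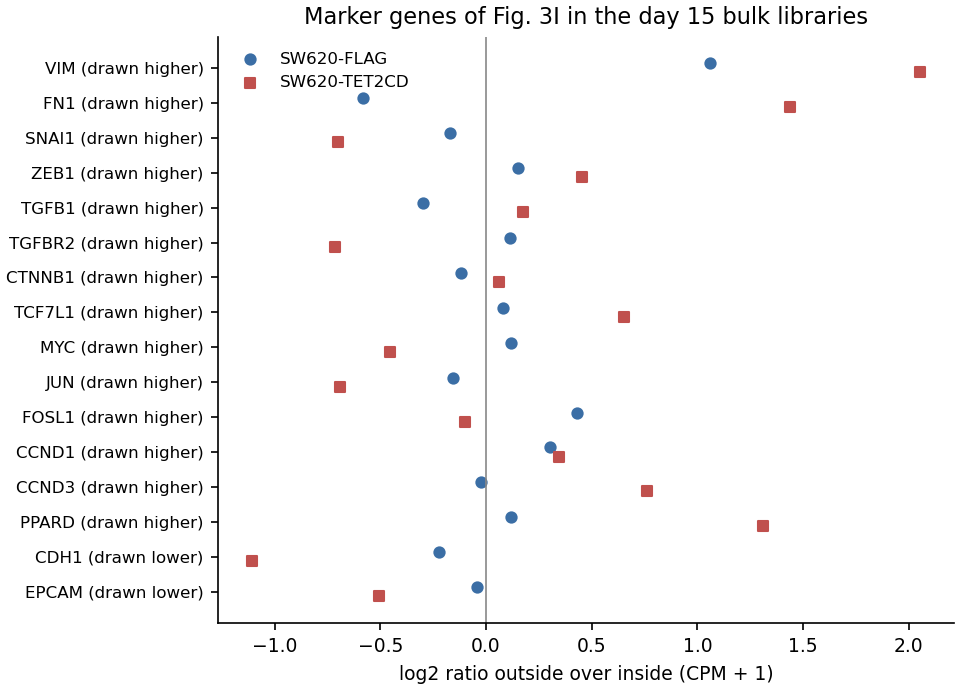
Log2 ratio of CPM (pseudocount 1) outside over inside the colonies for the 16 markers of Fig. 3I, with 1 point for SW620-FLAG and 1 for SW620-TET2CD, each from 1 library per location. The direction drawn in Fig. 3I stands beside each gene, and 7 of the 16 genes have both points on that side of 0.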

CDH1/CTNNB1 is widely accepted as the marker of mesenchymal status marker of EMT. So we also tested the protein level of CDH1 and CTNNB1 to illustrate the EMT status of cells. As shown in Fig. 3J–N, CDH1 expression decreased in outside cells. As for CTNNB1, its expression remained largely unchanged, while its nuclear localization increased.

SW480 cells, which are derived from the same patient as SW620, exhibit nuclear localization of TET2 [12, 16]. In SW480 cells, overexpression of TET2CD consistently suppressed cell growth at all time points during long-term colony culture (Fig. S3C–E) and induced significant DNA demethylation by day 15 (Fig. S3F). Furthermore, the expression of two known targets of TET2, *RORA*, and *SPARC* [12], was consistently increased in SW480-TET2CD cells during both the early and late stages of colony culture (Fig. S3G, H). However, SW620 cells overexpressing TET2CD showed increased expression of RORA and SPARC only in the late stage of LTC (Fig. S3I, J).

### Negative feedback between EMT and the nuclear shuttling of TET2

Typically, the induction of EMT promotes the progression of CRC and correlates with the worse prognosis of CRC patients [17]. As a downstream effect of EMT, the cytoplasm-nucleus shuttling of TET2, which inhibits CRC progression, has been reported in our previous study [12]. To untwist this controversy, the growth and EMT of SW620 were monitored in depth during the LTC assay (Fig. 4A).

**Fig. 4:**
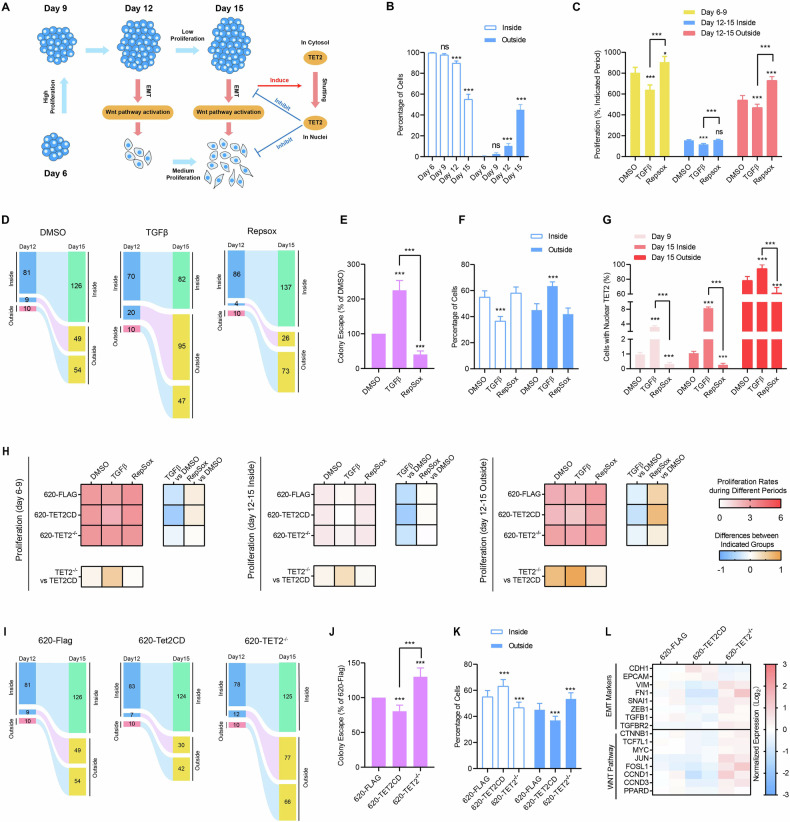
TET2 formed a negative feedback loop with the EMT/WNT pathway. **A** A schematic illustration of the LTC of SW620. **B** The percentages of cells inside and outsides the colonies at the indicated time points were counted and compared. (C-F) SW620 cells were treated with DMSO, 1 ng/mL TGF-β and 1 μM Repsox. The proliferation rates of cells were summarized in **C**. The migration of cells out of colonies was calculated based on the proliferation rates in (**C**) and presented in (**D**, **E**). The percentages of cells inside and outsides the colonies were summarized in (**F**). **G**, **H** SW620 cells with TET2CD overexpression and *TET2* knockout were treated with DMSO, 1 ng/mL TGF-β and 1 μM Repsox. The percentages of cells with nuclear TET2 were listed in (**G**), while the influences on cell proliferation were summarized in (**H**). TGF-β facilitated the cytoplasm-nucleus shuttling of TET2, and TET2 expression was essential for the ability of TGF-β to modulate cell proliferation, as shown by the heatmap. **I**–**L** Indicated cells were analyzed which shows that TET2 expression was essential for the migration of cells out of colonies **I**, **J** and was positively correlated with the percentages of cells inside the colonies (**K**). In addition, RNA-SEQ analysis shows that TET2CD overexpression suppressed the expression of EMT markers and targets in the WNT pathways, while *TET2* knockout functioned oppositely (**L**). Additional statistical information was provided in Table S3.

During the LTC assay, the percentage of SW620 cells outside colonies gradually increased from day 6 to day 15 (Fig. 4B). Interestingly, the proliferation rate of SW620 cells was faster from day 6 to 9 compared to day 12 to 15 overall (Fig. 4C). However, upon separating and analyzing the cells inside and outside colonies, we discovered that the cells inside colonies proliferated much more slowly than those outside from day 12 to 15 (Fig. 4C).

Next, we investigated how EMT regulates the proliferation and migration of SW620 cells during the LTC assay. EMT and its reversal process, mesenchymal-epithelial transition (MET), were induced by TGF-β and RepSox, respectively [18]. TGF-β suppressed cell growth, whereas RepSox facilitated the cell proliferation (Fig. 4C). Furthermore, TGF-β promoted the migration of cells out of colonies (Fig. 4D, E), and a higher percentage of cells outside colonies by day 15 was observed (Fig. 4F). Given that the cells outside colonies proliferated faster than those inside (Fig. 4C), the migration observed following TGF-β treatment was associated with an overall increase in cell numbers by day 15 (Fig. 4C–F). Conversely, RepSox inhibited migration but did not reduce the overall cell number significantly (Fig. 4C–F). The diminution in the overall cell population after RepSox treatment may not be evident until longer-term monitoring of cell proliferation is conducted.

The relationship between EMT and TET2 was assessed in this study. On the one hand, TGF-β-induced EMT increased the percentage of cells with nuclear TET2, whereas RepSox had the opposite effect (Figs. 4G and S4A), indicating that EMT correlates with the cytoplasm-nucleus shuttling of TET2. As SW620 cell colonies grow in a muti-layers pattern (Figs. S3A and S4B), it is difficult for the estimation of cell number via cell image, so cell colonies were disassociated into single cells and counted. Overexpression of TET2CD enhanced TGF-β‘s ability to suppress cell proliferation, while *TET2* knockout weakened this effect (Fig. 4H). This suggests that TGF-β-induced cytoplasm-nucleus shuttling of TET2 contributes to the inhibitory effects of TGF-β on cell proliferation, at least partially. However, overexpression of TET2CD and *TET2* knockout did not affect the actions of RepSox (Fig. 4H), possibly due to RepSox’s limited impact on the subcellular localization of TET2 in SW620 cells (Fig. 4G).

Given that TET-mediated DNA demethylation has been implicated in facilitating MET during somatic cell reprogramming [18], we further investigated how overexpression of TET2CD and *TET2* knockout influence cell migration. As shown in Fig. 4I–K, overexpression of TET2CD inhibited the cell migration out of colonies during days 12 to 15. Additionally, markers associated with EMT were suppressed by TET2CD on day 15 (Fig. 4L). Conversely, *TET2* knockout in SW620 cells was associated with the opposite effects (Fig. 4I–L), indicating an inhibitory role of TET2 in EMT. Collectively, a negative feedback loop exists between EMT and the cytoplasm-nucleus shuttling of TET2 (Fig. S4C).

Furthermore, we engineered TET2 constructs with artificial NES or NLS signals. When fused with an NES, TET2 remained cytoplasmic in SW480 cells, even under TGF-β. Conversely, when fused with an NLS, TET2 was constitutively localized in the nucleus in SW620 cells, regardless of EMT inhibition (Fig. S4D). Taken together, these findings demonstrate that the cytoplasmic-to-nuclear translocation of TET2 is independent of the classical NES/NLS system, and instead relies on its C-terminal domain [12], similar to the non-canonical mechanism of CTNNB1.

### Negative feedback between WNT activation and the nuclear shuttling of TET2

The interplay between EMT induction and the WNT activation has been extensively documented [9]. In our study, we verified this crosstalk in the LTC system. Treatment with RepSox and TGF-β, respectively was associated with decreased and elevated expression of the downstream target genes in WNT pathway (Fig. S5A). Similarly, modulation of the WNT pathway using its inhibitor, IWR1, and activator, IM12 [19], led to decreased and increased expression of EMT markers, respectively (Fig. S5B).

Moreover, IM12 increased the percentage of cells outside colonies on day 15 of LTC (Fig. S6A, B) and promoted the nuclear localization of TET2 (Fig. S6C). Conversely, IWR1 showed opposite effects (Fig. S6A–C), indicating that WNT activation is associated with the cytoplasm-nucleus shuttling of TET2 during CRC progression.

Furthermore, the downstream targets in the WNT pathway were suppressed by TET2CD on day 15 (Fig. 4L). Conversely, *TET2* knockout in SW620 cells enhanced the expression of these targets (Fig. 4L). Thus, a negative feedback loop also exists between WNT activation and the cytoplasm-nucleus shuttling of TET2. In addition, TET2 constructs with artificial NES or NLS signals failed to respond to WNT activation or WNT inhibition (Fig. S4D).

### ScRNA-seq analysis of SW620 cell colonies from different culturing time

We also conducted scRNA-seq analysis on the cells harvested on day 6, 9, 12, and 15 (Fig. 5A). 

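SW620-FLAG and SW620-TET2CD cultures were each sequenced as 1 library per day, 8 libraries in all, so no line and day has a replicate here and any handling difference between days cannot be separated from the day. The authors used the 10x Genomics Chromium 3′ chemistry and deposited the UMI count of each gene in each cell barcode, as Cell Ranger's count step writes it against GRCh38, without normalization. A UMI tags 1 captured RNA molecule. Cell Ranger called between 5790 (SW620-FLAG day 12) and 10713 (SW620-FLAG day 9) barcodes as cells, with between 60309495 (SW620-FLAG day 15) and 128282918 (SW620-FLAG day 6) UMIs per library. The quality limits of the study were applied. The UMIs of the kept cells were summed per library, which gave between 48186195 UMIs (SW620-TET2CD day 12) and 74185723 UMIs (SW620-TET2CD day 6), and these sums are given as CPM. A gene with no UMI in a library may still be present at up to 0.0404 to 0.0623 CPM, the level that 3 counts would give. The lines were compared by edgeR's quasi-likelihood test on the summed UMIs with the day as a block, and days 12 and 15 were compared with days 6 and 9 with the line as a block, both two-sided. Shares of cells carry exact Clopper-Pearson 95% binomial intervals, which cover counting error only. Differences of shares between the lines were tested by an exact sign-flip permutation over the 4 days, and differences between late and early days by an exact permutation of the days within each line, both two-sided. The smallest p these designs allow is 0.125 and 0.0556, so neither can reach 0.05. TET2 (ENSG00000168769, chromosome 4, 105145875 to 105279816, plus strand) stood at 2.11, 2.32, 3.90 and 2.93 CPM on days 6, 9, 12 and 15 in SW620-FLAG and at 107, 59.5, 40.2 and 41.6 CPM in SW620-TET2CD. The transgene holds only the catalytic domain, and how many of its transcripts a 3′ count assigns to TET2 was not measured here.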

More than forty thousand SW620 cells expressing FLAG or TET2CD were sequenced and classified into 5 types (Types I, II, III, IV, and V) (Fig. 5B). 

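The filter on genes, UMIs and mitochondrial UMIs kept 48282 of 67056 barcodes. Counts were normalized per cell and log-transformed, and cells were grouped by the Leiden method on 20 nearest neighbors in 30 principal components of 2000 variable genes. The 122 genes of the lists that are compared later took no part in this grouping. The authors' cell labels are not given in the sources used here, so clusters were named after the functions that Fig. S7C lists for Types I to V, through 12 marker genes for each of Types I to IV and 20 for Type V. A cluster took the name of the list with the highest mean log2 ratio to all other cells if that mean was at least 0.3 and no other list had more markers among its 10 leading genes. The clustering resolution of 0.35, the lowest on a grid of 0.05 with at least 5 clusters of 2% of cells or more, and the threshold of 0.3 were chosen after the clusters had been seen. Type I-like cells came from a cluster of 5986 cells led by PLK1, HMMR and AURKA (mean log2 ratio of the list 2.46) and from a cluster of 948 cells led by KIF14, MXD3 and HJURP (1.74). The first held mostly cells of days 6 and 9 and the second mostly cells of days 12 and 15. Type II-like cells numbered 6977, led by HIST1H1B, RRM2 and CDC45 (1.42). A cluster of 7677 cells led by PRSS2, GPR155 and F10 was named Type IV-like (0.38), with none of its list among the 10 leading genes. A cluster of 8795 cells led by AKAP12, SDCBP2, PLAUR, NDRG1 and DUSP5 was named Type V-like (0.78), with 1 marker, PLAUR, among the 10 leading genes. The cluster with the most cells, 11168 led by HPDL, AMACR, TP53I3 and MCM5, stayed unnamed, since the Type III list scored highest (0.40) while 3 Type II markers were among its leading genes. No cluster was Type III-like. A further unnamed cluster of 4721 cells, led by H19, RAB34 and CALML3, was found almost only in SW620-TET2CD. Smaller unnamed clusters held 784, 690 and 535 cells. Unnamed clusters made up 47.99%, 46.9%, 9.54% and 4.37% of SW620-FLAG cells on days 6, 9, 12 and 15 and 56.1%, 61.0%, 36.1% and 19.0% of SW620-TET2CD cells. The leading genes given here for each cluster were chosen after their values had been seen.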

The percentage of Type I cells gradually decreased during LTC, while the percentage of Type IV/V cells increased, indicating a progressive transition from Type I to Type V (Figs. 5C and S7A). 

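Type I-like cells made up 22.8% (21.7 to 23.97) on day 6, 25.3% (24.4 to 26.3) on day 9, 3.104% (2.58 to 3.70) on day 12 and 5.74% (5.21 to 6.32) on day 15 in SW620-FLAG, with 95% intervals in parentheses. In SW620-TET2CD the shares on the same days were 20.8% (19.9 to 21.6), 16.7% (15.8 to 17.6), 5.24% (4.56 to 5.99) and 4.64% (4.11 to 5.21). Averaged over both lines, the Type I-like share on days 12 and 15 minus that on days 6 and 9 was -16.7 percentage points (exact permutation test within lines, p = 0.0556, the smallest p that 36 arrangements allow). The alternative that moved this difference most among those fixed in advance was to drop the upper limits on genes and UMIs (-39.7 points). Type II-like cells were 29.1% (27.9 to 30.3), 26.3% (25.3 to 27.3), 0.687% (0.453 to 0.998) and 0.0145% (0.000366 to 0.0806) of SW620-FLAG cells on days 6, 9, 12 and 15. Type IV-like cells were 0.0721% (0.0197 to 0.185), 0.573% (0.415 to 0.771), 55.3% (53.7 to 56.9) and 23.7% (22.7 to 24.7) of SW620-FLAG cells on days 6, 9, 12 and 15 and 0% (upper limit 0.0452), 1.01% (0.779 to 1.28) and 34.5% (33.0 to 36.0) of SW620-TET2CD cells on days 6, 9 and 12 and 2414 of 5888 cells (39.7 to 42.3%) on day 15, an average rise of 38.2 points to the late days (exact permutation test, p = 0.0556). Under the other clusterings and filters fixed in advance this rise was 14.96 to 47.8 points, and the lowest, with cell-cycle genes left out, had an exact permutation p of 0.5. Type V-like cells were not seen among 5547 SW620-FLAG cells on day 6, which allows a share of up to 0.0665%, and made up 0.826% (0.634 to 1.06) on day 9, 31.3% (29.9 to 32.8) on day 12 and 66.2% (65.1 to 67.3) on day 15. Their average rise over both lines was 38.3 points (exact permutation test, p = 0.0556), and 28.997 to 61.7 points under the other clusterings and filters fixed in advance. In the summed UMIs, 9587 of 16526 tested genes differed between days 12 and 15 and days 6 and 9 (4861 higher and 4726 lower on the late days). This test and the permutations of days count the libraries of both lines from one day as independent, although each side holds only 2 days, so they do not measure the spread between days. The highest rise among genes changed the same way in both lines and with a mean of at least 8 CPM was that of DEPP1, with a log2 fold change of 5.00 (standard error 0.38, adjusted p = 9.71e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by LEMD1 (4.51), NDRG1 (4.46), NDUFA4L2 (4.33) and DDIT4 (4.23). MYBL2 had the deepest fall, a log2 fold change of -3.93 (standard error 0.28, adjusted p = 8.27e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by CLSPN (-3.43), FOXM1 (-3.37), RRM2 (-3.36) and CDC45 (-3.35). Each of these 10 genes moved in the same direction in 2 of 2 lines. DESeq2 called 9645 genes, of which 9421 were shared with edgeR, and with each library left out in turn the count stayed between 8127 and 10117. From the falling share of Type I and the rising shares of Types IV and V, the paper concludes that cells pass progressively from Type I to Type V.

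**Figure D2:**
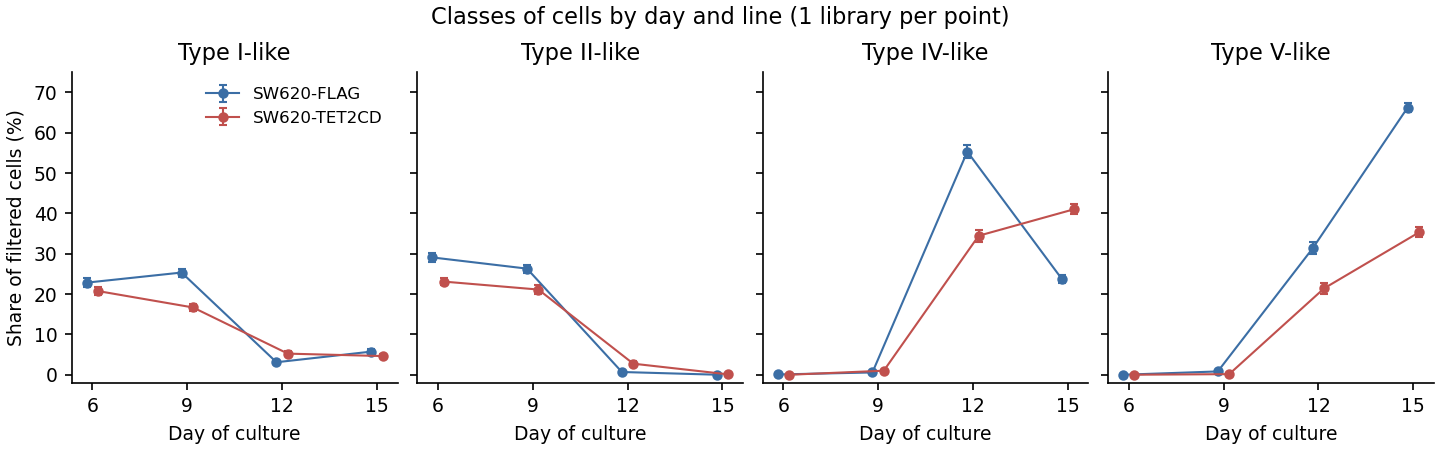
Share of filtered cells (%) in the Type I-like, II-like, IV-like and V-like classes against the day of LTC, with 1 library per point and exact 95% binomial intervals as bars. The Type V-like share reached 66.2% in SW620-FLAG and 35.3% in SW620-TET2CD on day 15.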

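Type V-like cells made up 0.0123% (0.000310 to 0.0683) of SW620-TET2CD cells on day 6 (1 cell), 0.155% (0.0744 to 0.285) on day 9, 21.4% (20.1 to 22.7) on day 12 and 35.3% (34.1 to 36.5) on day 15. On days 12 and 15 the 95% intervals lay below those of SW620-FLAG, by -9.93 and -30.9 percentage points between the shares. Over the 4 days the mean difference was -10.4 points and the share was lower in SW620-TET2CD on 3 of 4 days (exact sign-flip permutation test, p = 0.25, where 0.125 is the smallest p that 4 pairs allow). Among the clusterings and filters fixed in advance the difference ranged from -4.97 points with a mitochondrial limit of 20% to -12.0 points with cell-cycle genes left out of the clustering. At that mitochondrial limit the day-15 shares were 58.5% in SW620-FLAG and 48.8% in SW620-TET2CD, a difference of only -9.70 points. With a library left out the mean difference ranged from -13.8 points without either day-6 library to -3.53 points without either day-15 library, so day 15 carries most of it. With the resolution chosen again, an alternative chosen after seeing the data, it reached -13.3 points without upper limits, where only 545 cells were Type IV-like. Without the cluster found almost only in SW620-TET2CD, the shares were 31.4% and 25.4% on day 12 and 66.3% and 42.0% on day 15 in SW620-FLAG and SW620-TET2CD. With the resolution chosen again under a mitochondrial limit of 20% or with 20 principal components, no cluster was Type IV-like and most late cells were named Type V-like, so the day-15 shares of 92.1% and 92.5% in SW620-TET2CD and 88.4% and 92.6% in SW620-FLAG are those of another class. In the summed UMIs, 696 of 16526 genes differed between the lines with the day as a block, 391 higher and 305 lower in SW620-TET2CD. The alternative that moved this count most was to drop the filter on low counts, which gave 1489 genes. Without the day as a block 46 genes were called, and all 46 were among the 696. The count was 416 without SW620-FLAG day 9, 426 without SW620-TET2CD day 9 and at most 680 without any other library. Of these, genes changed the same way on 4 of 4 days and with a mean of at least 8 CPM were ranked. Apart from TET2, at a log2 fold change of 4.27 (standard error 0.31, adjusted p = 1.33e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the highest rises among them were those of CALML3 (4.45), SBSPON (3.80), CASC15 (3.73) and LINC02413 (1.74). EPHA4 had the deepest fall among them, a log2 fold change of -1.66 (standard error 0.11, adjusted p = 3.75e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by PHGR1 (-1.50), CYTL1 (-1.30), TNFRSF4 (-1.28) and KLK1 (-1.27). These 10 genes moved in the same direction on 4 of 4 days. Within SW620-TET2CD, CALML3 stood at 157 CPM in the cluster found almost only in that line and at 7.63 CPM in its other cells. For SBSPON the values were 92.6 and 5.94 CPM and for CASC15 167 and 25.7 CPM. The lines were not tested without that cluster, so these rises need not hold across the cells of the line. Without the day as a block, CALML3, LINC02413, EPHA4, CYTL1, TNFRSF4 and KLK1 were no longer past the threshold. Among the genes the paper names, FN1 (log2 fold change -0.98, adjusted p = 0.0125) and VEGFA (-0.44, adjusted p = 0.0245) also passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. VEGFA was lower in SW620-TET2CD on 4 of 4 days and FN1 on days 6, 9 and 12, with 1.80 CPM in each line on day 15, and neither was called without the day as a block. VEGFA lost its call when a library of day 6, 9 or 12 of either line was left out, with log2 fold changes from -0.37 to -0.48, and FN1 lost it without SW620-FLAG day 6 (-0.72). A cluster of 784 cells held 79.2%, 53.7%, 87.8% and 63.2% of the FN1 UMIs of SW620-FLAG on days 6, 9, 12 and 15. Without its cells, a comparison chosen after seeing the data, FN1 stood at 1.496, 2.22, 1.06 and 0.678 CPM in SW620-FLAG and was higher in SW620-TET2CD on 4 of 4 days, at 1.94, 2.84, 2.94 and 1.44 CPM. The lower FN1 of SW620-TET2CD therefore rests on that cluster.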

The overexpression of TET2CD impaired this transition, as evidenced by a reduced percentage of Type V cells in SW620-TET2CD (Fig. 5C).

**Fig. 5:**
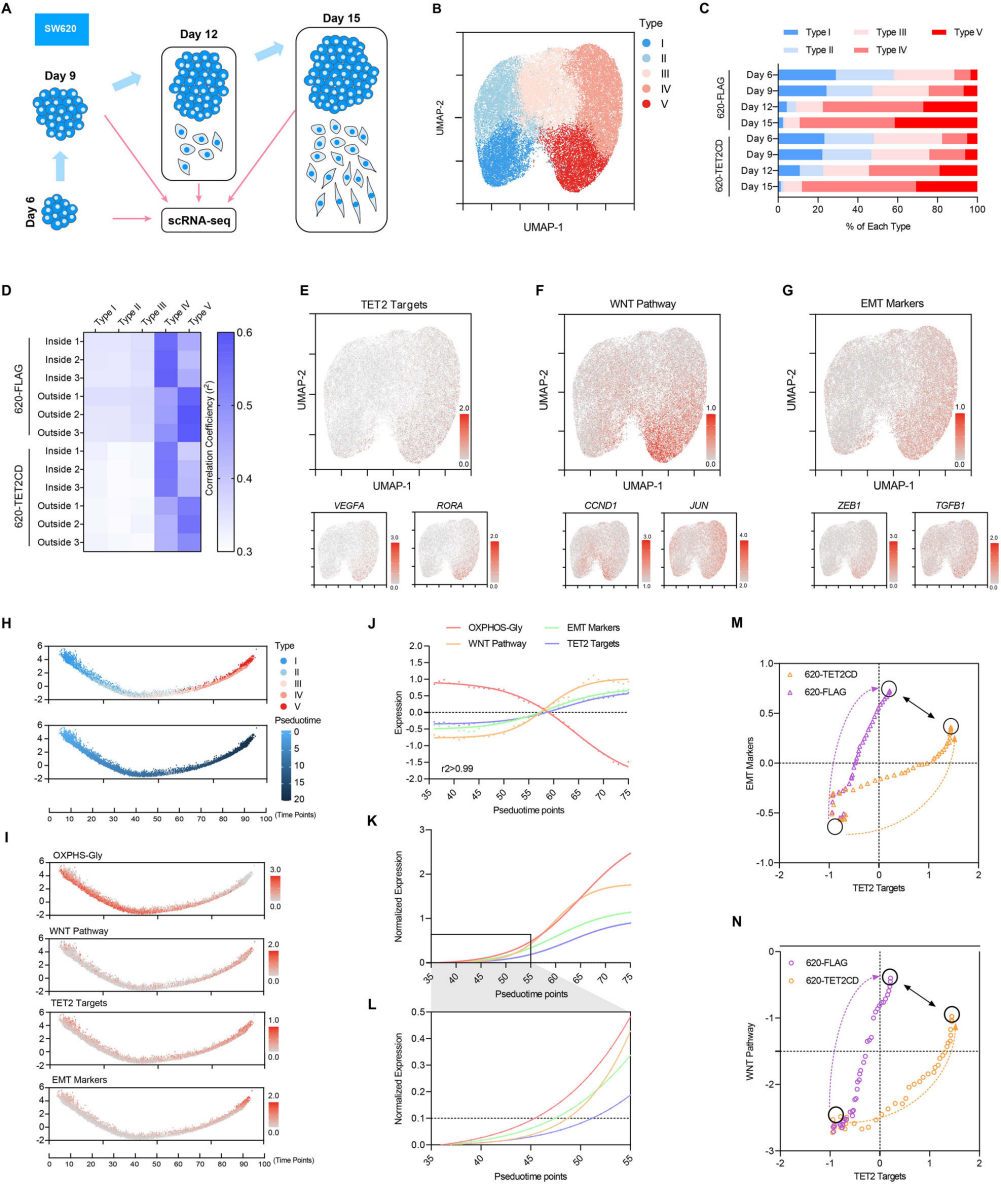
ScRNA-seq of SW620 LTC at different time points. **A** A schematic illustration of the scRNA-seq analysis of LTC. **B**, **C** UMAP for all 43,926 cells that passed the RNA quality control steps. The cells were clustered into five groups according to gene expression (**B**). The percentages of the five types of cells on days 6, 9, 12 and 15 were summarized (**C**). **D** The expression profiles of type IV and type V cells were close to those of cells inside colonies and outside the colonies, respectively. **E** UMAP plot of TET2 targets, which were identified in previous report [12]. **F** UMAP plot of WNT pathway targets, which were selected from KEGG 04310. **G** UMAP plot of EMT markers, which were reported previously [23]. **H**, **I** Pseudotime analysis of genes related to metabolism, the WNT pathway, the activation of TET2 targets and EMT. Genes related to OXPHOS and glycolysis were selected from KEGG 00010 & 00190. **J**–**L** Nonlinear regression was used to estimate the correlation between and the expression of indicated genes (**J**). The nonlinear regression results were normalized and compared to reveal the temporal sequence of expression changes (**K**, **L**). **M**, **N** The expression of genes related to the EMT/WNT pathways in type Ⅲ cells (pseudotime points 36–75) was plotted against those of TET2 targets. SW620-FLAG cells were plotted separately from those expressing TET2CD. Notably, TET2 and the EMT/WNT pathways formed negative feedback loops.

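The transcriptomes of Type IV-like and Type V-like cells were compared with the bulk libraries of cells inside and outside the colonies through the summed UMIs of each class, on the scale of log2(CPM + 1), and log2(TPM + 1) of each bulk library. Across 23737 genes, which are not independent replicates, Type IV-like cells had a Pearson r2 of 0.867 with SW620-FLAG cells inside, 0.864 with those outside, 0.864 with SW620-TET2CD cells inside and 0.852 with those outside. Type V-like cells had r2 values of 0.845, 0.844, 0.850 and 0.836 with the same libraries. Type IV-like cells therefore had the higher r2 with each of the 4 bulk libraries, also with Spearman's rho squared, with CPM in place of TPM and with k-means clusters. The step from inside to outside lowered r2 by less for Type V-like than for Type IV-like cells in SW620-FLAG, and by more in SW620-TET2CD. The sums of each class pool both lines and all days, so the mix of lines in a class also enters these r2 values. A score without clusters was also taken, the mean log2(CPM + 1) of genes at least 2-fold higher outside in both bulk lines minus that of genes at least 2-fold higher inside. Only 4 genes (FP236241.2, SMIM11B, EREG and TGM2) and 3 genes (FREM1, RAB37 and CU633967.1) met these limits, and FP236241.2, SMIM11B and CU633967.1 are annotations whose reads may be shared with near-identical copies elsewhere. In the 4 libraries with enough cells of both classes, those of days 12 and 15, the score was higher in Type V-like than in Type IV-like cells by 0.90 ± 0.11 (SD, n = 4; exact sign-flip permutation test, p = 0.125, the smallest p that 4 pairs allow). Summed over all cells of a library, the score in SW620-TET2CD minus that in SW620-FLAG was 0.14 (exact sign-flip permutation test, p = 0.5) and that of days 12 and 15 minus that of days 6 and 9 was -0.42 (exact permutation test within lines, p = 0.278). The alternative that moved the last value most, 100 genes per side without the 2-fold minimum, gave -1.94 and was chosen after seeing the data. It gave a difference between the lines of 0.38, higher in SW620-TET2CD on 4 of 4 days (exact sign-flip permutation test, p = 0.125). With those genes the score was higher in Type V-like than in Type IV-like cells by 0.03 to 0.10 in the same 4 libraries.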

Transcriptome analysis suggested that Type IV and Type V cells corresponded to cells inside and outside the colonies, respectively (Figs. 5D and S7B). The ability of TET2CD to decrease the percentage of Type V cells further confirmed its role in suppressing EMT and the proliferation of cells outside the colonies.

Markers specific to these five cell types were identified and subjected to Gene Ontology (GO) analysis. These markers were associated with processes such as hypoxia, EMT, extracellular matrix dynamics, metabolism, cell cycle regulation, and WNT pathway signaling (Fig. S7C). Additionally, TET2 target genes such as *VEGFA* and *RORA* showed higher expression in Type V cells (Fig. 5E), correlating with the increased expression of WNT pathway targets *CCND1* and *JUN*, as well as EMT markers *ZEB1* and *TGFB1* (Fig. 5F, G).

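Genes of Type V-like cells were tested against all other cells of the same library, with UMIs summed per library and class and the library as a block. A library entered with at least 50 cells in each class, which left SW620-FLAG days 9, 12 and 15 and SW620-TET2CD days 12 and 15. The Type V-like sum of SW620-FLAG day 9 came from 62 cells. Of 15052 tested genes, 6075 differed (2987 higher and 3088 lower in Type V-like cells), and of the 13855 that had not shaped the clusters, 5180 differed. The alternative that moved the count most was to drop the library as a block, which gave 2119 genes, all of them among the 6075. Genes outside the clustering, changed the same way in each library and with a mean of at least 8 CPM, were ranked. The largest rise among them was that of LGALS9, with a log2 fold change of 1.77 (standard error 0.13, adjusted p = 5.81e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by NDUFA4L2 (1.52), VEGFA (1.49), ENO2 (1.38) and PSORS1C1 (1.31). TROAP had the deepest fall among them, a log2 fold change of -4.24 (standard error 0.17, adjusted p = 1.20e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by NCAPH (-4.11), KIF23 (-3.89), FOXM1 (-3.52) and DIAPH3 (-3.33). Each of these 10 genes moved in the same direction in 5 of 5 libraries. With Type IV-like cells as the reference, FOXM1, DIAPH3 and KIF23 were no longer past the threshold, and without the library as a block NDUFA4L2 was not. For gene lists, the median log2 fold change was set against 10000 random lists of like expression, whose percentiles are given. The 16 glycolysis genes had a median of 0.48 (percentile 100), with 14 higher and 1 lower at an adjusted p under 0.05. The 81 tested OXPHOS genes had a median of -0.19 (percentile 0.02), with 2 higher and 27 lower. This list takes its complex I genes by NDUF symbol, with NDUFA4L2 included and the NDUFAF genes left out. The 6 EMT genes of Fig. 3I had a median of 0.34 (percentile 98.7), with 3 higher and 2 lower. The lower ones were FN1 (-3.10) and SNAI1 (-0.46), and SNAI1 lost its call without SW620-FLAG day 15 (-0.41) or SW620-TET2CD day 15 (-0.35). The other cells include the cluster of 784 cells, which held 53.7%, 87.8% and 63.2% of the FN1 UMIs of SW620-FLAG on days 9, 12 and 15. In SW620-TET2CD it held 26.9% and 20.7% on days 12 and 15. The fall of FN1 was not tested without that cluster. The 8 WNT genes had a median of 0.24 (percentile 96.8), with 5 higher and 1 lower, MYC (-0.66). The epithelial gene CDH1 was higher in Type V-like cells in 5 of 5 libraries, with a log2 fold change of 1.00 (adjusted p = 1.18e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).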

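In the 5 libraries with enough Type V-like cells, VEGFA (ENSG00000112715, chromosome 6, 43770184 to 43786487, plus strand) stood at 144 ± 53.7 CPM (SD, n = 5) in Type V-like cells and 50.7 ± 20.6 CPM in all other cells. Its log2 fold change was 1.49 (standard error 0.11, adjusted p = 5.66e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and it was higher in 5 of 5 libraries. RORA (ENSG00000069667, chromosome 15, 60488284 to 61229302, minus strand) stood at 11.4 ± 5.68 and 5.45 ± 1.66 CPM (SD, n = 5) in the same order, a log2 fold change of 0.78 (standard error 0.18, adjusted p = 0.00355, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 5 of 5 libraries. For CCND1 (ENSG00000110092, chromosome 11, 69641156 to 69654474, plus strand) the values were 264 ± 72.1 and 205 ± 19.7 CPM, with a log2 fold change of 0.42 (standard error 0.15, adjusted p = 0.0374, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and SW620-FLAG day 9 went the other way. JUN (ENSG00000177606, chromosome 1, 58776845 to 58784048, minus strand) had 915 ± 168 and 774 ± 172 CPM and a log2 fold change of 0.25 (standard error 0.08, adjusted p = 0.0272, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 5 of 5 libraries. ZEB1 (ENSG00000148516, chromosome 10, 31318495 to 31529814, plus strand) had 16.8 ± 6.76 and 11.9 ± 3.46 CPM and a log2 fold change of 0.59 (standard error 0.14, adjusted p = 0.00521, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was lower in SW620-FLAG day 9. TGFB1 (ENSG00000105329, chromosome 19, 41301587 to 41353922, minus strand) had 69.4 ± 3.37 and 43.99 ± 6.51 CPM and a log2 fold change of 0.66 (standard error 0.09, adjusted p = 0.000102, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 5 of 5 libraries. All 6 genes passed an adjusted p of 0.05 over all genes and also adjusted over the list alone, but the study names them for its own results, so the latter is not independent evidence. An exact sign-flip permutation test over the 5 libraries gave p = 0.0625, the smallest that 5 pairs allow, for VEGFA, RORA, JUN and TGFB1, p = 0.188 for ZEB1 and p = 0.312 for CCND1. The calls of CCND1 (DESeq2 and no library block), JUN (Type IV-like cells as reference, no filter on low counts and no library block), RORA and ZEB1 (no library block) depended on the setting, and each of these genes stayed higher in Type V-like cells under it. With each library left out in turn, which was chosen after seeing the data, CCND1 kept its call only without SW620-FLAG day 9 (log2 fold change 0.56) and lost it without SW620-FLAG day 12 (0.35) or day 15 (0.31) and without SW620-TET2CD day 12 (0.45) or day 15 (0.33). JUN lost its call without SW620-FLAG day 15 (0.25) and without SW620-TET2CD day 12 (0.23) or day 15 (0.23), while VEGFA, RORA, ZEB1 and TGFB1 passed without any single library. SPARC, another TET2 target of the paper, had 3 UMIs over the 8 libraries and was not tested. TET2 itself had a log2 fold change of -0.81 (adjusted p = 0.0862, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 2 of 5 libraries, those of SW620-TET2CD, and it passed without SW620-FLAG day 12 (-1.13) or day 15 (-1.14). The other cells of that line include the cluster found almost only in SW620-TET2CD. On days 12 and 15 TET2 stood at 168 and 153 CPM in that cluster and at 15.5 and 18.8 CPM elsewhere in the line. TET2 was not tested without that cluster.

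**Figure D3:**
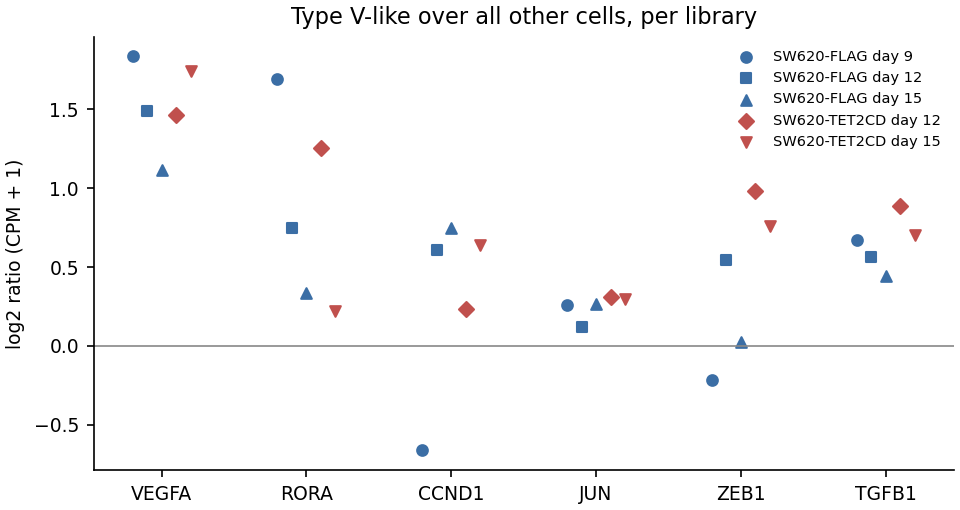
Log2 ratio of CPM (pseudocount 1) in Type V-like cells over all other cells for VEGFA, RORA, CCND1, JUN, ZEB1 and TGFB1, with 1 point per library. All 5 points of VEGFA, RORA, JUN and TGFB1 lie above 0, and 4 of 5 do for CCND1 and ZEB1.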

Then, the cells from the LTC scRNA-seq were divided into 100 groups across a pseudotime course (Fig. 5H). The expression profiles of genes associated with metabolic switching (oxidative phosphorylation and glycolysis), WNT pathway, EMT, and TET2 were plotted along this pseudotime trajectory (Fig. 5I). 

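Cells were ordered by diffusion pseudotime on 10 diffusion components, started in a Type I-like cell of day 6, from a neighbor graph built without the genes of the plotted lists. The order was split into 100 groups of about 483 cells, and UMIs were summed per group. The median group was 8 for Type I-like, 23 for Type II-like, 72 for Type IV-like and 90 for Type V-like cells, and by library it was 27, 31, 75 and 87 on days 6, 9, 12 and 15 in SW620-FLAG and 27, 35, 65 and 80 in SW620-TET2CD. The lists were the 6 EMT and 8 WNT genes of Fig. 3I, the 3 TET2 targets that the paper names (VEGFA, RORA and SPARC), and 86 OXPHOS genes taken against 16 glycolysis genes. A logistic curve with 4 parameters was fitted to the mean log2(CPM + 1) of each list. Between its ends the fitted curve moved by -1.42 for OXPHOS minus glycolysis (r2 of the fit 0.969), by 0.15 for WNT (0.124), by 0.22 for EMT (0.445) and by 1.98 for TET2 targets (0.951). From the first 10 to the last 10 groups VEGFA went from 10.3 to 213 CPM and RORA from 3.41 to 8.99 CPM, while SPARC had no UMI at either end. Among the EMT genes ZEB1 went from 8.77 to 23.2 CPM, TGFB1 from 29.8 to 76.0, TGFBR2 from 25.4 to 55.7, VIM from 405 to 440, SNAI1 from 7.599 to 5.64 and FN1 from 3.72 to 0.366 CPM. Of the WNT genes JUN went from 457 to 904 CPM and CCND1 from 217 to 344 CPM, while MYC went from 105 to 53.0 CPM.

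**Figure D4:**
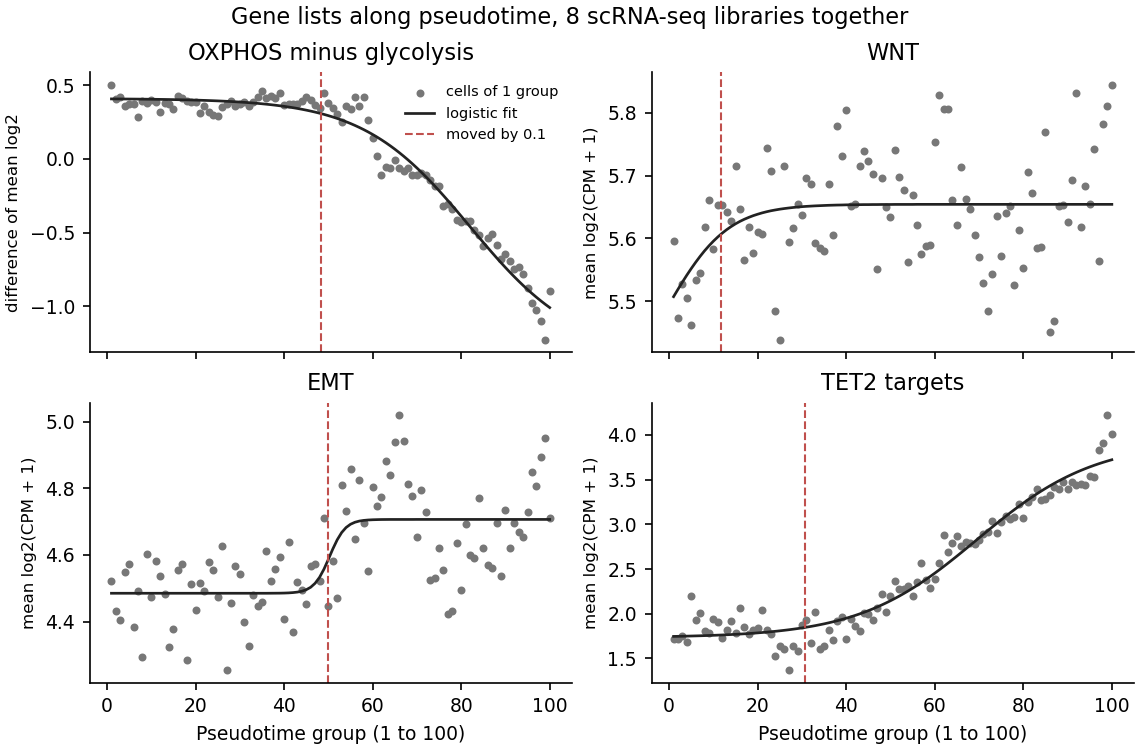
Mean log2(CPM + 1) of each gene list, or the difference of means for OXPHOS minus glycolysis, against the pseudotime group (1 to 100, early to late), with 1 point per group and the logistic fit as a line. The dashed line marks the group at which the fit has moved by 0.1, and the fit explains little of the WNT list (r2 0.124).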

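The place of each list along pseudotime was read as the group at which its fitted curve had moved by 0.1 on the log2 scale. Fig. 5L draws normalized curves on another scale. OXPHOS minus glycolysis reached it at group 48.4 and the EMT list at group 49.9. The TET2 targets reached it at group 30.6, and the WNT list at group 11.8. In 100 Poisson redraws of the summed UMIs, which cover counting error only, 95% of the values lay between 47.0 and 49.6 for OXPHOS minus glycolysis, 46.1 and 52.6 for EMT, 27.2 and 33.6 for TET2 targets and 6.77 and 101 for WNT, where 101 stands for a curve that never moved by 0.1. The place of the WNT list is therefore not determined at this depth. OXPHOS minus glycolysis came before EMT in 72 of the 100 redraws. Each redraw fits the same form of curve, so these ranges do not cover the choice of that form. On 200 simulated curves, logistic themselves, the method missed the true group by 0.45 in the median. Each of those curves changed by more than the fitted EMT and WNT curves, with noise of SD 0.05. That error therefore does not apply to the EMT and WNT lists. The place of the TET2 targets is the foot of their fitted curve, while their observed mean was 1.89 in groups 6 to 10 and 1.61 in groups 26 to 30. Without a curve, the place was read as the first of 10 groups in a row whose running mean of 5 groups lay at least 0.1 from the mean of the first 10 groups, a setting chosen after seeing the data. TET2 targets then moved at group 45 and EMT at group 51, in that order in 93 of 100 redraws, with WNT at group 37 and OXPHOS minus glycolysis at group 59. A step of 0.1 is a small part of the change of the TET2 targets and a large part of the whole change of the WNT and EMT lists. At 10% of each list's own change, TET2 targets moved at group 39.6, EMT at 46.4, OXPHOS minus glycolysis at 52.9 and WNT at 2.3. At 50% of it, TET2 targets (group 67.2) came after EMT (50.3) and before OXPHOS minus glycolysis (77.6). The TET2 targets came before EMT in each of the other 6 settings fixed in advance, which all fit the same form of curve. The order therefore depends on how a move is defined.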

Nonlinear regression analysis revealed that the expression of metabolic gene changed earliest, followed by alterations in the WNT pathway and EMT-related genes, with the TET2 target genes changed last (Fig. 5J–L). This temporal sequence outlined an event timeline starting from metabolic reprogramming through EMT induction/WNT pathway activation and concluding with TET2 translocation. However, the observed temporal sequence “metabolic changes-EMT/WNT activation-TET2-related events” reflects a “putative regulatory order” rather than a confirmed causal cascade. Further studies are still required to clarify the specific mechanisms underlying the crosstalk between these processes.

To validate the feedback loop between TET2 and EMT/WNT pathway described in Fig. 4, SW620-FLAG and SW620-TET2CD cells were analyzed separately along the pseudotime trajectory based on the expression of WNT pathway targets, EMT markers, and TET2 targets. 

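In SW620-FLAG the mean log2(CPM + 1) of the TET2 targets VEGFA, RORA and SPARC had a Pearson r of 0.346 (Spearman's rho 0.319) with that of the EMT genes VIM, FN1, SNAI1, ZEB1, TGFB1 and TGFBR2 over pseudotime groups 36 to 75, the stretch that the legend of Fig. 5M names. In SW620-TET2CD it was 0.478 (rho 0.497) over the same groups. Over all 100 groups r was 0.274 (rho 0.287) in SW620-FLAG and 0.642 (rho 0.654) in SW620-TET2CD. Neighboring groups follow each other along pseudotime and come from 4 cultures per line, so they are not independent samples and no p is given. These are 2 of the 4 pairs of lists and lines correlated here.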

Figure 5M demonstrates a positive correlation between the expression of TET2 targets and EMT markers in both SW620-FLAG and SW620-TET2CD cells, indicating the reciprocal relationship where EMT facilitates nuclear shuttling and activation of TET2. However, SW620-TET2CD cells exhibited greater upregulation of TET2 targets and less upregulation of EMT markers compared to SW620-FLAG (Fig. 5M), suggesting TET2’s inhibitory effects on EMT. 

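From the first 10 to the last 10 pseudotime groups the TET2 targets rose by 1.59 (95% interval of 1000 Poisson redraws 1.48 to 1.70) in SW620-FLAG and by 2.11 (1.98 to 2.24) in SW620-TET2CD, a difference of 0.52 (0.36 to 0.70) on the log2 scale. The EMT markers rose by 0.18 (0.10 to 0.26) in SW620-FLAG and by 0.37 (0.26 to 0.48) in SW620-TET2CD, a difference of 0.19 (0.05 to 0.33). These intervals cover counting error only, and with 1 culture per line and day the differences between the lines were not tested. VEGFA went from 10.7 to 199 CPM in SW620-FLAG and from 9.79 to 239 CPM in SW620-TET2CD, and RORA from 4.29 to 7.42 and from 2.55 to 11.9 CPM. ZEB1 went from 9.34 to 18.8 CPM in SW620-FLAG and from 8.21 to 31.3 CPM in SW620-TET2CD, and VIM from 461 to 502 and from 349 to 325 CPM. The EMT difference came from ZEB1 (log2 ratios 0.94 in SW620-FLAG and 1.81 in SW620-TET2CD) and FN1 (-2.19 and -1.24). FN1 had 4 and 8 UMIs in the last 10 groups. The other EMT genes had the lower log2 ratio in SW620-TET2CD. These were VIM (0.12 and -0.10), SNAI1 (-0.25 and -0.60), TGFB1 (1.33 and 1.28) and TGFBR2 (1.13 and 1.08). The EMT difference was 0.03 for groups 36 to 45 against 66 to 75 and 0.40 with cells ranked on the first principal component, the alternative that moved it most. At a pseudocount of 0.1 the EMT list fell in SW620-FLAG, by -0.10, and rose in SW620-TET2CD, by 0.26. Without RORA, an alternative chosen after seeing the data, the difference in TET2 targets was 0.19.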

Similar trends were observed when comparing the expression of WNT pathway targets and TET2 targets (Fig. 5N).

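The 8 WNT genes rose by 0.16 (0.10 to 0.23) in SW620-FLAG and by 0.20 (0.12 to 0.27) in SW620-TET2CD from the first 10 to the last 10 groups. The difference of 0.04 (-0.07 to 0.13) was within counting error. From groups 36 to 45 to groups 66 to 75 the list fell in both lines, with changes of -0.17 and -0.05. With the TET2 targets, the WNT genes had a Pearson r of -0.145 (Spearman's rho -0.168) in SW620-FLAG and -0.161 (rho -0.178) in SW620-TET2CD over groups 36 to 75. Over all 100 groups the values were 0.161 (rho 0.135) and 0.0601 (rho 0.178). JUN went from 450 to 947 CPM in SW620-FLAG and from 463 to 825 CPM in SW620-TET2CD, and CCND3 from 34.0 to 12.4 and from 28.9 to 10.6 CPM.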

### In vivo validation of the negative feedback between EMT/WNT activation and the nuclear shuttling of TET2

ScRNA-seq was also performed on the SW620-transplanted nude mice models to validate the previous findings in vivo. Five distinct cell types (Fig. S8A) were identified, showing significant similarity to those observed in vitro (Fig. S8B). Based on the distribution of these cell types, the SW620 cells isolated from nude mice were suggested to resemble cells grown in dish during LTC assays (Fig. S8C).

Similar patterns of upregulated downstream targets in the WNT pathway, EMT markers, and TET2 targets were observed in type V cells and some type IV cells (Fig. S8D–F). Pseudotime analysis further confirmed a timeline starting from metabolic reprogramming to WNT activation and EMT induction and concluding with TET2 translocation (Fig. S8G–K).

Based on the expression of TET2, SW620 cells were classified into two groups: TET2-high and TET2-low. These groups were then independently analyzed along a pseudotime trajectory based on the expression of WNT pathway targets, EMT markers, and TET2 targets, akin to the analysis in Fig. 5M, N. This analysis revealed a similar feedback loop between WNT activation/EMT induction and TET2 activation (Fig. S8L, M). Furthermore, we did not observe any metastasis in this model. This model is focused on early stage of metastasis and invasion. However, future orthotopic transplantation models or genetically engineered mouse models (GEMMs) are still needed to illustrate the full process of tumor metastasis.

In addition, we expanded our experiments to additional cell lines (A549 and HepG2) for both in vivo and in vitro studies. For in vivo assays, A549 cells were used. Consistent with CRC cell lines, TET2 localized to the cytoplasm during early tumor growth (week 4) and translocated to the nucleus at later stages (week 6). As HepG2 cells fail to grow subcutaneously in nude mice in line with the description of HepG2 in ATCC. So we take SW480 cells (colorectal cancer) instead which served as negative control with most cells exhibiting nucleus TET2 at all time points (Fig. S9A). In vitro, SW620 cells naturally form compact colonies which mimic natural local tumor growth and onset a series of microenvironmental changes in the inside cells. But A549 and HepG2 cells grew as typical monolayers, which differed markedly from SW620 cells, they do not spontaneously form compact colonies (Fig. S9B). As the activation of WNT/EMT pathway is the most importent change of inside cells during colonies growth, so monolayer cells were treated with WNT/EMT pathway activators to mimic this microenvironment. Under these conditions, cells displayed nuclear TET2, consistent with in vivo observations (Fig. S9C).

### The clinical relevance of TET2 subcellular localization dynamics in CRC Progression

To further validate the negative feedback loops between the EMT/WNT pathways and TET2 in clinical CRC, the scRNA-seq data of 1188 cells across 8 patients were analyzed alongside the pseudotime course derived from the SW620 LTC assays (Fig. 6A). Compared with cells from metastatic tumors (MTs), those from primary tumors (PTs) tended to cluster towards earlier pseudotime points (Fig. 6B, C). Key observations included the metabolic switching from oxidative phosphorylation (OXPHOS) to glycolysis, the activation of the WNT pathway, the upregulation of TET2 targets, and the induction of EMT in cells from later pseudotime points compared with the earlier ones (Fig. 6D). Notably, these changes were more pronounced in cells from MTs compared to those from PTs (Fig. 6E), underscoring their clinical relevance.

**Fig. 6:**
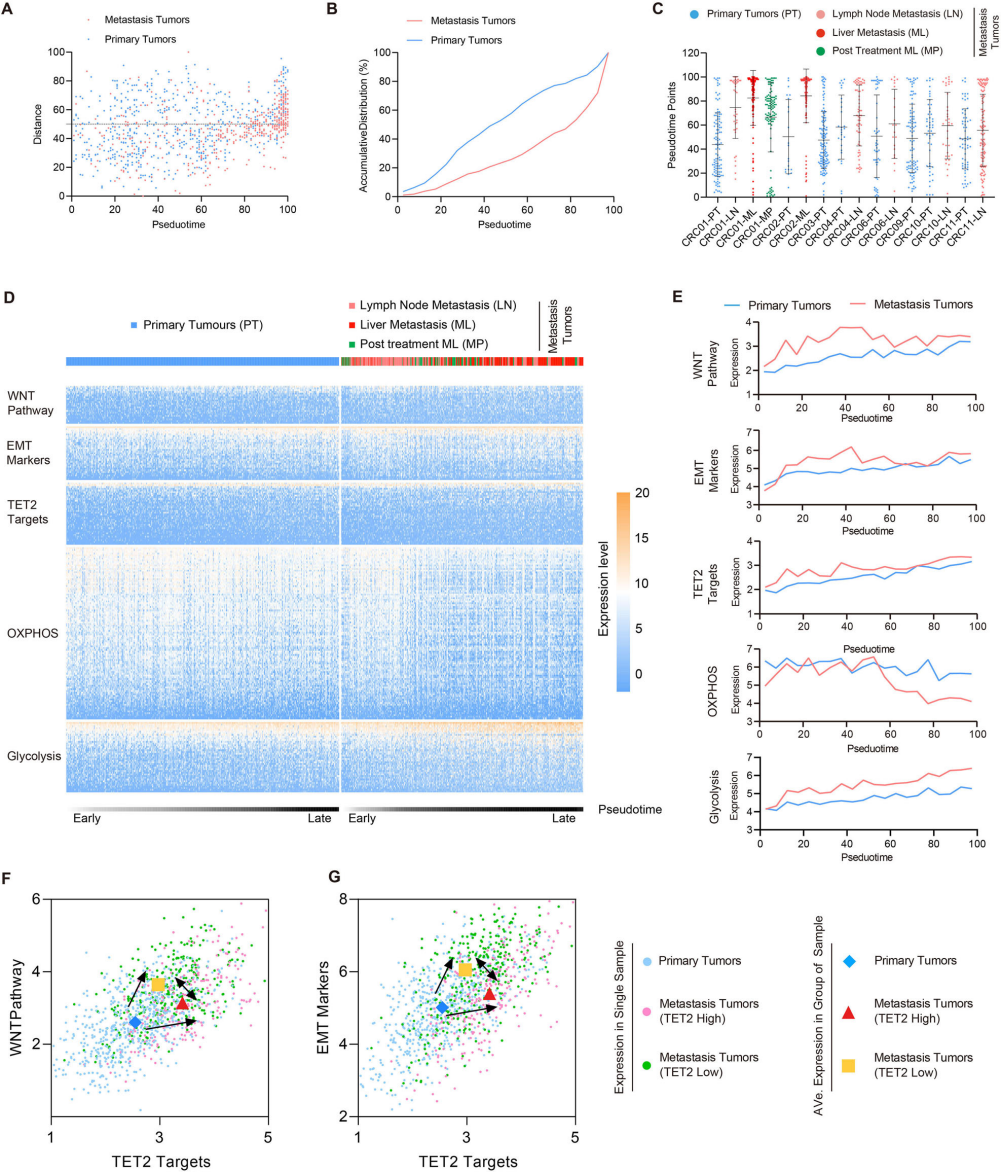
The LTC of SW620 cells resembles the progression in CRC patients. The scRNA-seq data (GSE97693) were plotted against the pseudotime course from the SW620 LTC (**A**) and the accumulative distribution was summarized in (**B**). **C** Cells from different patients were independently plotted against the pseudotime course. The expression of metabolic genes (OXPHOS to glycolysis), WNT pathway genes, TET2 targets and EMT markers were analyzed in heatmap (**D**) and curve graph (**E**). The expression of genes related to the WNT pathways (**F**) and EMT (**G**) was plotted against those of TET2 targets. Cells from MTs were separated into two groups based on the expression of TET2. Average expression in three groups of cells were plotted and connected with arrows. Additional statistical information was provided in Table S3.

Based on the expression of TET2, MT cells were further classified into “TET2-high” and “TET2-low” types. Cells from PTs, MTs-TET2-high and MTs-TET2-low were plotted based on the expression of TET2 targets, WNT pathway genes and EMT markers. Moreover, cells in the “TET2-high” group exhibited lower expression levels of EMT markers and WNT targets, whereas cells in the “TET2-low” group showed higher expression levels, supporting the inhibitory role of TET2 in EMT induction and WNT activation (Fig. 6F, G).

To further confirm these findings clinically, 512 colon cancer samples from the TCGA dataset were analyzed similarly. Samples from stages I and II were predominantly plotted in early pseudotime, while samples from stages III and IV were more frequently in late pseudotime. Samples at late pseudotime exhibited metabolic switching, WNT activation, TET2 activation, and EMT induction, correlating with shorter overall survival (Fig. S10A–C). Similar relationships were observed among samples in the early pseudotime, late pseudotime with high TET2 expression, and late pseudotime with low TET2 expression, confirming the interplay between TET2, the EMT/WNT pathways, and clinical outcomes. Additionally, high TET2 expression in samples at late pseudotime was correlated with better survival of patient (Fig. S10D, E). Similar correlations were validated in 187 rectal cancer samples from the TCGA dataset (Fig. S11).

These analyses collectively support the role of TET2 in modulating the EMT/WNT pathway dynamics during CRC progression and highlight its clinical relevance in patient outcomes.

## Discussion

In this study, we found that the translocation of TET2 between the cytoplasm and nucleus is a gradual process rather than a binary event, potentially regulated by various factors and signaling pathways in the tumor microenvironment. In CRC samples, nuclear TET2 was predominantly found at the bottom of the mucosa, a crucial site for proximal metastasis initiation. The preferential localization of nuclear TET2 at the mucosa base that it may play a role in the early stages of metastasis.

In our previous study, we have demonstrated that EMT induction and WNT activation increased the nuclear localization of TET2, which is related to tumor suppression [12]. This is quite controversial as EMT induction and WNT activation are typically considered to promote tumor progression. EMT/WNT signaling is not uniformly pro-tumorigenic. Instead, its effects are highly context-dependent and, in certain settings, may even act in an opposing manner [20, 21]. To further clarify the controversial relationship between EMT/WNT signaling and TET2, as well as to address the inherent complexity of EMT/WNT pathway functions, we conducted both in vitro and in vivo studies. Due to the migration process of SW620 out of colonies resembles the CRC progression in both nude mice model and clinical patients; we designed the LTC assay to simulate tumor growth in vitro. Mouse tumor progression model of SW620 was also used in vivo. We found that the cytoplasm-nucleus shuttling of TET2 or the activation of TET2 is associated with EMT/WNT pathway activation and TET2 acts as a “side effect” or brake on EMT induction and WNT activation by forming a negative feedback loop with EMT/WNT pathway during tumor progression. The aforementioned conclusions are likewise evident in CRC tissue samples, and further investigations are imperative to elucidate the underlying mechanisms.

The CMS classification system is widely recognized as the most robust and biologically interpretable framework. Our analysis of multi-omics samples revealed that the observed phenomena are prevalent across CRC CMS subtypes, with CMS2, CMS4, and CMS3 (characterized by WNT/EMT dysregulation and metabolic alterations) accounting for the largest proportions. This highlights TET2’s critical role in coordinating epigenetic modulation with these oncogenic pathways, suggesting its important roles in tumor progression and metastasis across diverse molecular contexts and serves as a central node linking subtype-specific signaling, metabolic reprogramming, and CRC aggressiveness.

Extending beyond SW620 cells, we validated a conserved TET2-EMT/WNT feedback loop across multiple cell lines and cancer types. The localization and function of TET2 vary by cellular background and regulated by EMT/WNT pathway. Clinically, TET2 acts as an intrinsic tumor suppressor, holding therapeutic potential. Our prior in vivo/in vitro studies showed combining TET2 activator vitamin C (Vc) with EMT/WNT activators significantly reduced PDX tumor growth and lowered the effective Vc dose.

Since our SW620 LTC model only mimics local tumor growth. Future studies using orthotopic transplantation models or GEMMs are needed to clarify TET2’s roles throughout tumor initiation, progression, and distant metastasis. In summary, our findings revealed that the EMT/WNT pathway exerted certain tumor suppressive effects through inducing the cytoplasm-nucleus shuttling of TET2 and its subsequent activation. Collectively, these data imply that TET2 activation functions as an intrinsic brake on cancer progression, and represents a crucial therapeutic target for tumors.

## Methods

The methods used in this study are listed in the Supplementary Methods and Materials.

### Materials

The materials and reagents used in this study are listed in Supplementary Table S2.

### Statistical analysis

All experiments were replicated for five times with the exception of sequencing experiments. For animal studies, each group included at least 5 mice. Samples were randomly assigned to experiment groups. Experiments data were analyzed in GraphPad Prism 8.0. Error bars and “*n*” represent the standard deviation (standard error only if indicated) and the number of independent experiments, respectively. “*”, “**”, and “***” represent significant differences (*P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively) from the indicated control groups. Additional statistic information was listed in Supplementary Table S3.

## Supplementary information

Supplementary Materials

Graphical Abstract legend

Table S1

Table S2

Table S3

Original Western Blots

## Data Availability

The RNA-seq and scRNA-seq results generated in this study are available at Gene Expression Ominibus (GEO) under accession number GSE269621 [Secure token: qpsdyesijtwzpul] & GSE188329 [Secure token: ivknawwarxahbct]. The other published dataset (GSE97693, TCGA cancer datasets in UCSC Xena datasets) [22] used in the current studies were listed in Supplementary Table S2. This study did not generate code. Data are available on reasonable request.

# Supplementary material for: Cytoplasm-nucleus shuttling of TET2: an intrinsic brake in colorectal cancer progression
**Source:** Cell Death Dis. 2026 Jan 28;17(1):163. doi: 10.1038/s41419-026-08418-5
**Supplement:** Supplementary file 1 — Supplementary Materials

**Supplementary Materials**

**Cytoplasm-Nucleus Shuttling of TET2: An Intrinsic Brake in Colorectal Cancer Progression**

Changpeng Li^1,*,#^, Fei Meng^1,2,*^, Jingcai He^1,3,*^, Linna Dong^1,4,*^, Yuexian He^1^, Qing Guo^1^, Kerou Zeng^1^, Yanhua Wu^1,4^, Haofei Ge^1,5^, Shiyu Chen^1,4^, Tingting Yang^1,2,4^, Yusheng Zhou^1,2,4^, Yulu Wang^1,4^, Lin Liu^1,4^, Qiwen Ren^1,4^, Meiai He^1,3,4^, Hao Sun^1^, Lining Liang^1^, Lin Guo^1^, Xiaolin Li^6^, Jiahong Hong^6^, Zhenhua Huang^6,#^, Hui Zheng^1,2,4,5,#^

^*^ These four co-authors contributed equally to this work

**METHODS**

**Immunohistochemistry (IHC) and patients’ classification**

In our previous study [1], tissue arrays and paraffin sections of CRC samples were stained using antibodies against TET2 and 5mC. In simple terms, the slices were first treated by deparaffinization. Then, they were subjected to antigen retrieval (citrate buffer, pH 6.0) and had their endogenous peroxidase activity blocked (3% H_2_O_2_). Next, the primary antibodies were incubated overnight at 4 ℃. After that, the slices were washed with PBS and incubated with HRP-Goat Anti-Rabbit/Mouse Universal Recombinant Secondary Antibody. Finally, a color reaction was carried out using the DAB reagent kit. In the current study, we analyzed the immunohistochemistry (IHC) staining results by dividing the samples based on additional criteria. And the IHC intensity was scored by three experts blinded with background information to avoid subjectivity. In the present study, the whole slide was scanned with TissueFaxs System as representative slides shown in Figure1 and Figure S1. Note that, in our previous studies [1], CRC tissue arrays and paraffin sections with high TET2 expression were categorized into two groups: "high TET2 in the cytoplasm" and "high TET2 in the nucleus" based on the subcellular localization of TET2. For samples exhibiting both forms of subcellular localization, the predominant form (>50%) determined the final subcellular localization classification for the entire sample. 55.5% of the samples in the “high TET2 expression in nucleus” group exhibited pure nucleus localization and were classified as the “nucleus only” group. The other 44.5% of the samples showed a mosaic pattern with both nuclear and cytoplasm TET2 were considered as the “nucleus major” group. Similarly, 27.0% of the samples in the “high TET2 expression in cytoplasm” group equipped with a mosaic localization pattern were considered as the “cytoplasm major” group, while 73.0% of the samples with pure cytoplasm localization were considered as the “cytoplasm only” group (Figure 1A-B and Table S1).

All studies were approved by the Institutional Review Board of Guangzhou Institutes of Biomedicine and Health (No. GIBH-IRB07-2017).

Samples previously categorized as "high TET2 in the nucleus" were subdivided into the “nucleus only” and “nucleus major” groups based on the presence or absence of the cytoplasmic localization of TET2. Similarly, samples previously categorized as "high TET2 in the cytoplasm" were classified into the "cytoplasm only" and “cytoplasm major” groups based on the presence or absence of the nuclear localization of TET2. Samples from the "TET2 low expression" group were not included in the analysis due to their low TET2 intensity.

The tumor tissue areas adjacent to the colon matrix were defined as the bottom of the mucosa, while areas opposite the colon matrix were defined as the top of the mucosa.

The clinical information of these samples and semi-quantified IHC results were listed in Supplementary Table S1.

**Animals**

BALB/c^nu/nu^ mice were obtained from Beijing Vital River Laboratory Animal Technology. Mice were normally housed in groups of four per cage with access to food and water *ad libitum*. All animal assays were conducted in line with the National Institutes of Health Guide for the Care and Use of Laboratory Animals (NIH Publication No. 80-23) and all procedures were approved by the Institutional Review Board in Guangzhou Institutes of Biomedicine and Health (No.2019061). Efforts were made to minimize animal suffering and the number of animals used.

**Cell Lines**

Cancer cell lines were purchased from Cell Bank of Chinese Academy of Sciences (http://www.cellbank.org.cn/) and cultured in DMEM supplemented with 10% Fetal Bovine Serum (FBS, Excell), 1% nonessential amino acids (NEAA, Thermo Fisher), and 1% GlutaMAX (Thermo Fisher). Cells were maintained at 37 °C under 5% CO_2_. Cells used in this study were subjected to a mycoplasma test (MycoAlertTM, Lonza) to ensure that they were free of mycoplasma.

**Long-term cell culture (LTC)**

After the cells were digested and counted, 1×10^4^ cells were seeded in each well of a six-well culture plate and cultured until day 15. To separate the cells inside and outside colonies, medium removal, DPBS, and 5-min accutase digestion at 37℃ were carried out. The digested cell suspension was collected and separated using a 70 µm cell strainer (Catalog No. 352350, Falcon). The cells that passed through the cell strainer were single cells and were considered as the cells outside the colonies. The cell strainer was inverted back onto a 50 mL centrifuge tube, and the colony spheres were obtained by rinsing the strainer with DPBS. After centrifugation of the colony spheres at 250×*g* for 5 min, the cells were digested using 0.25% trypsin at 37℃ for 5 min and the digestion was terminated using MEF medium (DMEM+10% FBS). The cells inside the colonies were obtained by centrifugation at 250×*g* for 5 min, removal of the medium, and resuspension using DPBS.

**Mouse Xenografts Model**

Xenografts assay was conducted as previously described [1]. Briefly, 4 to 6-week-old BALB/c^nu/nu^ mice were randomly grouped and injected subcutaneously with 5×10^6^ logarithmically growing cells. Tumor sizes were monitored every 2 or 3 days with caliper [2]. Mice were sacrificed via CO₂ asphyxiation at the indicated time points in according to the procedure of AVMA. Place the mouse in the cage, secure the lid, and connect the CO₂ tube to the water bottle inlet. Open the cylinder valve to infuse CO₂ at 10%-30% of the chamber volume per minute until the cage is fully filled. Once the mouse collapses and is immobile, increase the gas flow (not exceeding 0.5 kPa). When the mice show no movement, no breathing, and dilated pupils, turn off CO₂ and observe for 2 minutes to confirm death. Xenografts were then collected for immunohistochemistry staining. During the mouse feeding, AkaLumine-HCl (3.3 mM, 0.1 mL) was administered by intraperitoneal injection to monitor the tumor growing via Xenogen IVIS spectrum Imaging System (PerkinElmer, Waltham, MA). The image data were analyzed with Living Image software packages (Version 4.5).

**Immunofluorescence (IF)**

Cells were fixed with 4% paraformaldehyde and blocked with blocking buffer PBS containing 10% normal goat serum (Beyotime, C0265), 1% bovine serum albumin (Genview, FA016) and 0.3% Triton X-100. Antibodies were diluted with blocking buffer and incubated with the samples for 12 hours at 4℃ followed by secondary antibody staining. Immunofluorescence was detected with a Zeiss LSM800.

**Colony Formation Assay**

Cells were plated in 12-well plates at a concentration of 800 cells/well and incubated for 15 days. Then cells were washed with PBS, fixed with 70% ethyl alcohol and stained with Crystal Violet. Colony sizes were measured via Image J software.

**Dot-Blot**

0.8 μL of genomic DNA (2-fold dilution, first concentration 1.25 μg/μL, six spots) was pipetted onto the nitrocellulose membrane. After drying and ultraviolet crosslinking, the levels of 5mC and 5hmC were measured via enhanced chemiluminescence reagents (Millipore, WBKLS0500).

**RNA-seq**

RNA was extracted from the indicated samples and RNA-Seq libraries were prepared using the TruSeq RNA Sample Preparation Kit v2 (RS-122-2001, Illumina). The sequencing was done with NextSeq 500 High Output Kit v2 (75 cycles) (FC-404-1005, Illumina) in accordance with manufacturer’s instructions. Gene Oncology analysis was conducted using DAVID 2021 (https://david-d.ncifcrf.gov/) [3].

**Single-cell RNA sequencing (scRNA-seq)**

The Chromium Next GEM Single Cell 3’ Reagent Kits v3.1 and the protocol from 10X Genomics were followed as recommended by the manufacturer's instructions as described. Briefly, colonies or tissues were dissociated into single cells and diluted in 1×phosphate-buffered saline (PBS) to 700-1200 cells per μL. A total of 66462 cells for *in vitro* cell culture samples and 26608 cells for *in vivo* nude mice samples with cell viability >90% were incorporated for 10X Genomics sc-RNA-SEQ. The cell suspension was loaded into the Chromium Next GEM Chip G and sorted in the Chromium Controller from 10X Genomics. The Cell-Gel Beads in Emulsion (GEMs) were then incubated to generate the barcoded cDNA. The cDNA was cleaned using Dynabeads and washed, followed by cDNA amplification and SPRI selection. The retrieved cDNA was enzymatically fragmented, end-repaired, poly-A tailed, and ligated. Size selection, adaptor ligation, and amplification were done. Sequencing was conducted using the HiSeq X Ten System (Illumina) according to 10X Genomics specifications. All quality control steps were carried out using the Qsep100 System (BIOptic) with High Resolution Cartridge, whereas the concentration was calculated using the Qubit 4.0 Fluorometer with Kit High Sensitivity assays.

The raw sequencing data were processed using the 10X Genomics Cell Ranger pipeline (version 4.0). Firstly, Illumina BCL files were de-multiplexed and converted to FASTQs using mkfastq. Secondly, the FASTQs were then used to quantify gene expression using Cell Ranger count and the GRCh38 (version refdata-gex-GRCh38-2020-A, 10X Genomics) human genome reference. Lastly, cell ranger aggr took the outputs from multiple runs of cell ranger count, and normalized these runs to the same sequencing depth and recomputed the gene-barcode matrices and analysis on the combined data.

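The deposited matrices hold the output of the count step for each library. Their totals differ between libraries by more than a factor of 2, and every barcode carries the same library suffix, so neither the equalized depth nor the combined numbering of the aggr step is seen in them. The counts were compared between libraries as CPM for this reason, and as an alternative each cell was thinned to 2000 UMIs, which left out 18 to 89 shallower cells per library.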

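Of the barcodes in each library, the study's limits kept 68.4, 70.1, 67.9 and 81.3% on days 6, 9, 12 and 15 in SW620-FLAG and 88.4, 68.1, 59.0 and 68.0% in SW620-TET2CD. The kept cells had medians of 13479, 6640, 13110 and 7127 UMIs in SW620-FLAG and 8616, 11152, 12379 and 8310 UMIs in SW620-TET2CD. The upper limits on genes and UMIs were exceeded by 24.9, 0.849, 21.4 and 1.54% of SW620-FLAG barcodes and 4.76, 11.7, 26.3 and 5.83% of SW620-TET2CD barcodes on these days. The mitochondrial limit was exceeded by 6.42, 28.8, 12.0 and 15.5% and 6.58, 19.9, 16.6 and 26.7%. Without the upper limits 55159 barcodes passed, and with a mitochondrial limit of 20% 55524 passed. Upper limits remove barcodes that hold a pair of cells together with single cells of high RNA content, and the count data alone do not part these.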

Then we selected cells that had a mitochondrial read rate and expressed genes to filter out low-quality cells from our data set (gene numbers <200 or >4,500; total UMI counts <1,000 or >20,000; and percentage of mitochondrial genes >10). The count data of each cell was first scaled and then log transformed using the R package Seurat (v4.0.4). And the average sequencing depth is 44,919 reads/cell (800 Gb total data, paired-end 150 bp) for in vitro cultures and 57425 reads/cell (400 Gb total data, paired-end 150 bp) for in vivo nude mouse models. The normalized and scaled data were used for all downstream analyses. The Monocle 2 Pseudotime analysis was performed with five types of cells markers for the ordering gene’s function.

**Supplementary Table Legends**

**Supplementary Table S1. Cancer sample information in this study.**

[Excel]

**Supplementary Table S2. Materials used in this study.**

[Excel]

**Supplementary Table S3. Additional Statistic information in this study.**

[Excel]

**Supplementary Figures and Captions**

**Supplementary Figure S1**

**
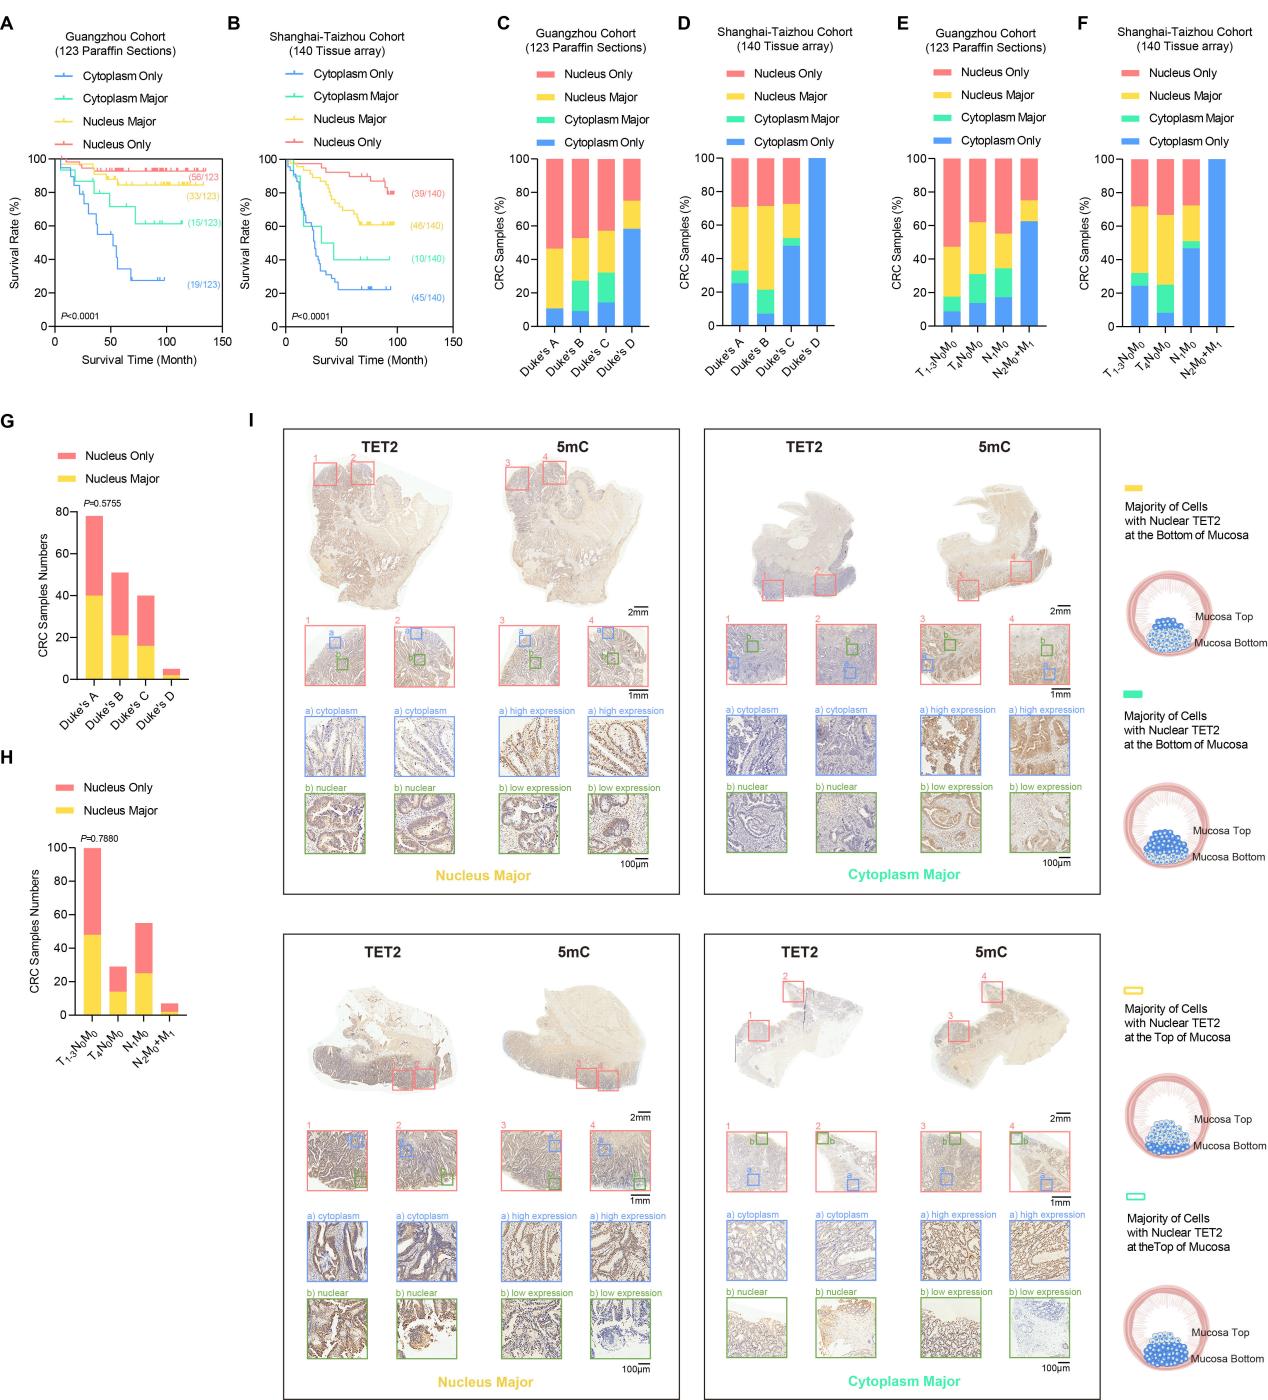
**

**Supplementary Figure S1. Nuclear TET2 is preferentially located at the bottom of the mucosa**

(A-B) The survival curves of patients in different groups. Guangzhou (A) and Shanghai-Taizhou cohort (B) were analyzed separately.

(C-F) Four groups of samples were analyzed with Duck’s (C-D) and TNM (E-F) staging system. Guangzhou (C&E) and Shanghai-Taizhou cohort (D&F) were analyzed separately.

(G-H) The percentages of “nucleus major” patients remained constantly across CRC stages.

(I) The representative IHC images for cells with nuclear TET2 at the bottom and at the top of the mucosa in the “cytoplasm major” and “nuclear major” groups.

Additional statistical information was provided in Table S3.

**Supplementary Figure S2**

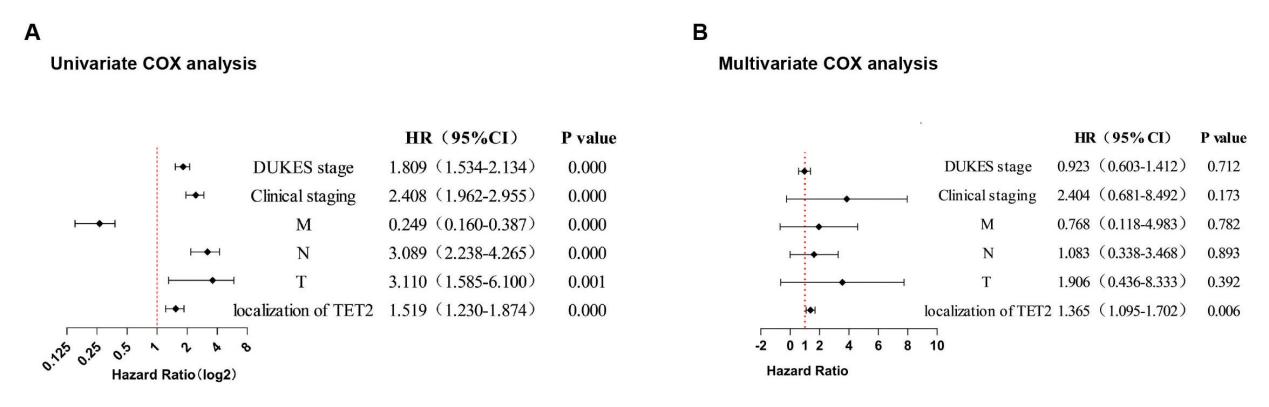

**Supplementary Figure S2. Univariate COX analysis and Multivariate COX analysis.**

1. Univariate COX analysis of variables included TET2 subcellular localization (nuclear vs. cytoplasmic) and key clinical factors. Significant variables were listed.
2. Multivariate COX analysis of confirmed that only TET2 subcellular localization remained an independent prognostic factor for OS (HR = 1.365, 95% CI: 1.095-1.702, p=0.006).

Additional statistical information was provided in Table S3.

**Supplementary Figure S3**

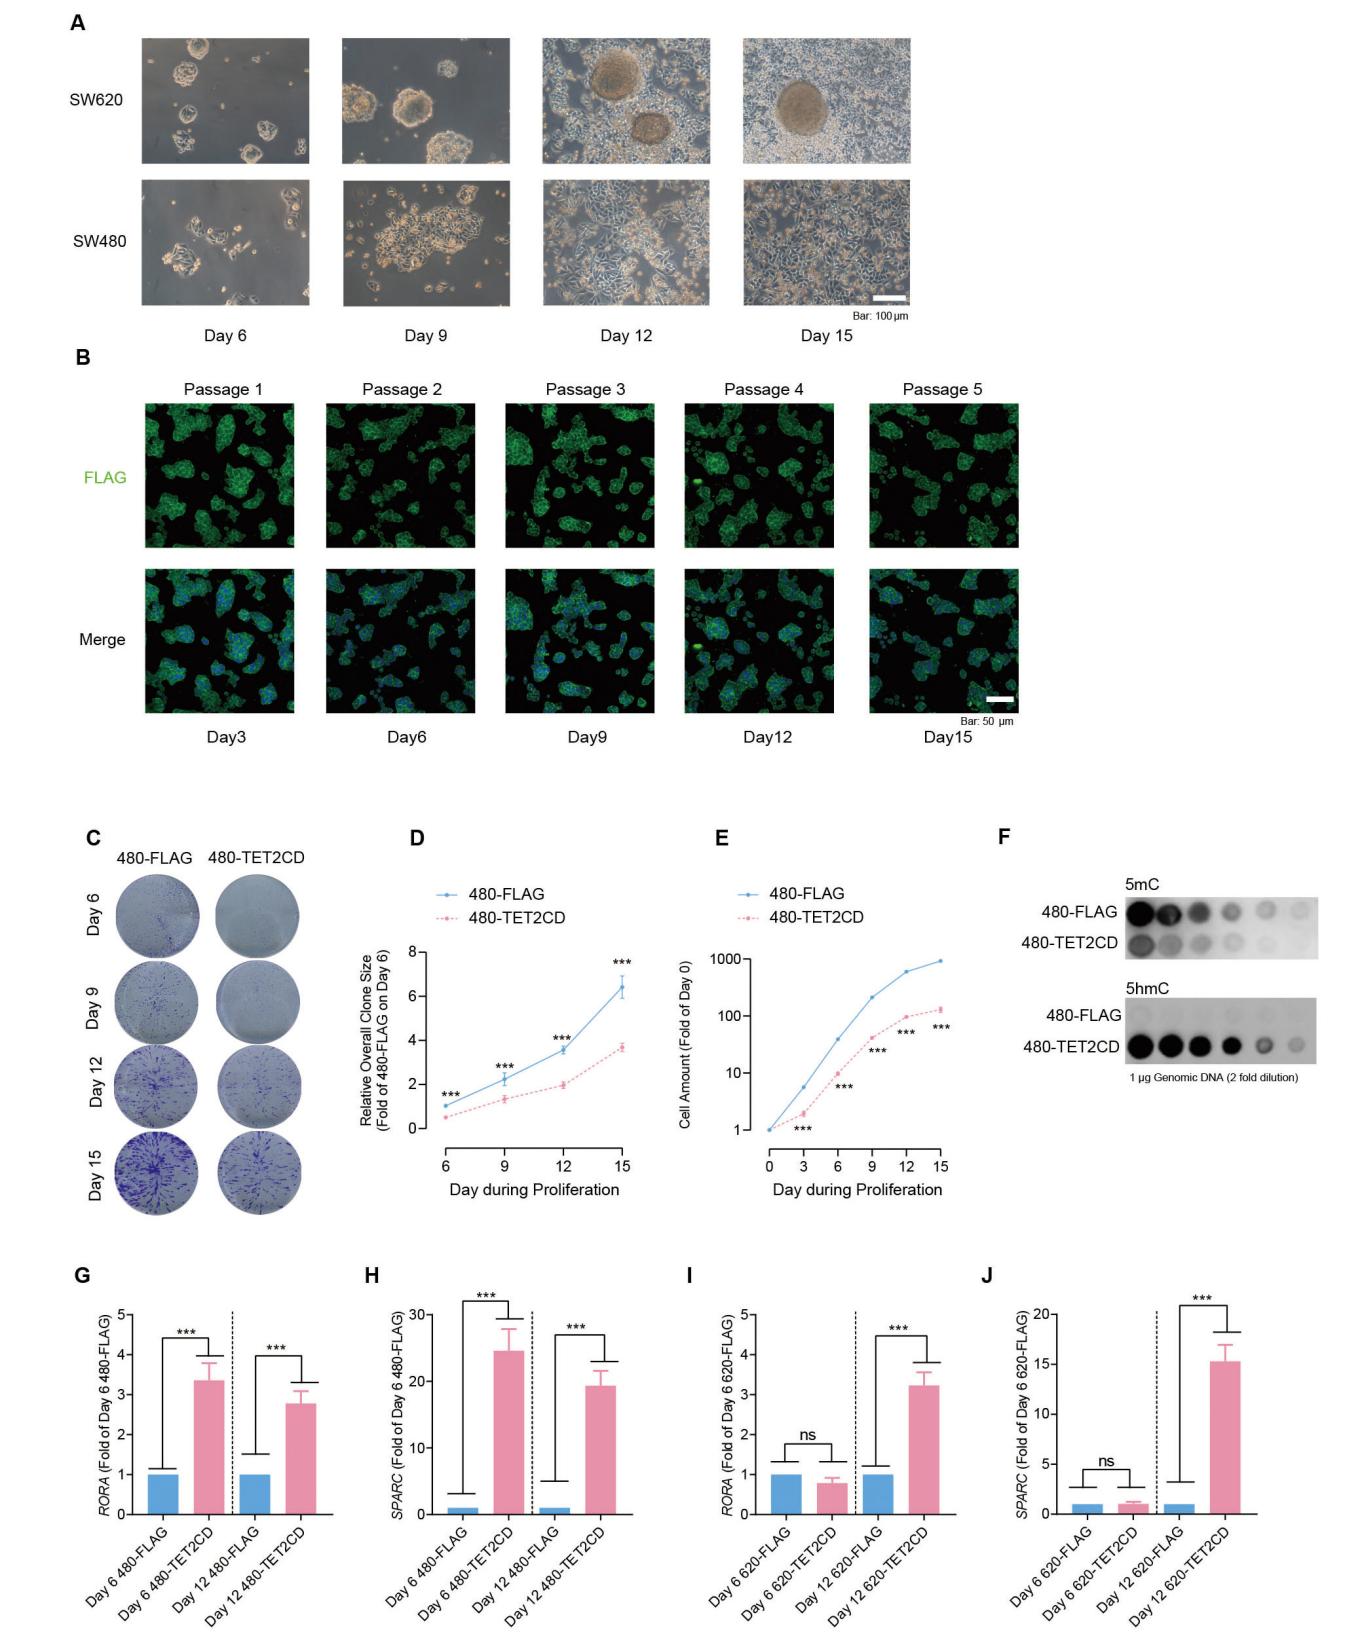

**Supplementary** **Figure S3. TET2 suppressed the growth of SW620 cells at the late stage of colony growth**

1. Phase contrast images of SW480 and SW620 cells during LTC
2. IF of SW620-TET2CD-Flag with regular passages.

(C-F) The colonies of SW480 were stained with crystal violet (C). The overall colonies size (D), and the cell number were summarized (E). The activity of TET2 in SW480 was measured with 5mC/5hmC antibodies on day 15 (F).

(G-J) The expression of *RORA* (G&I) and *SPARC* (H&J) were measured on Day 6 and Day 12 during the LTC of SW480 (G-H) and SW620 (I-J) cells.

Additional statistical information was provided in Table S3.

**Supplementary Figure S4**

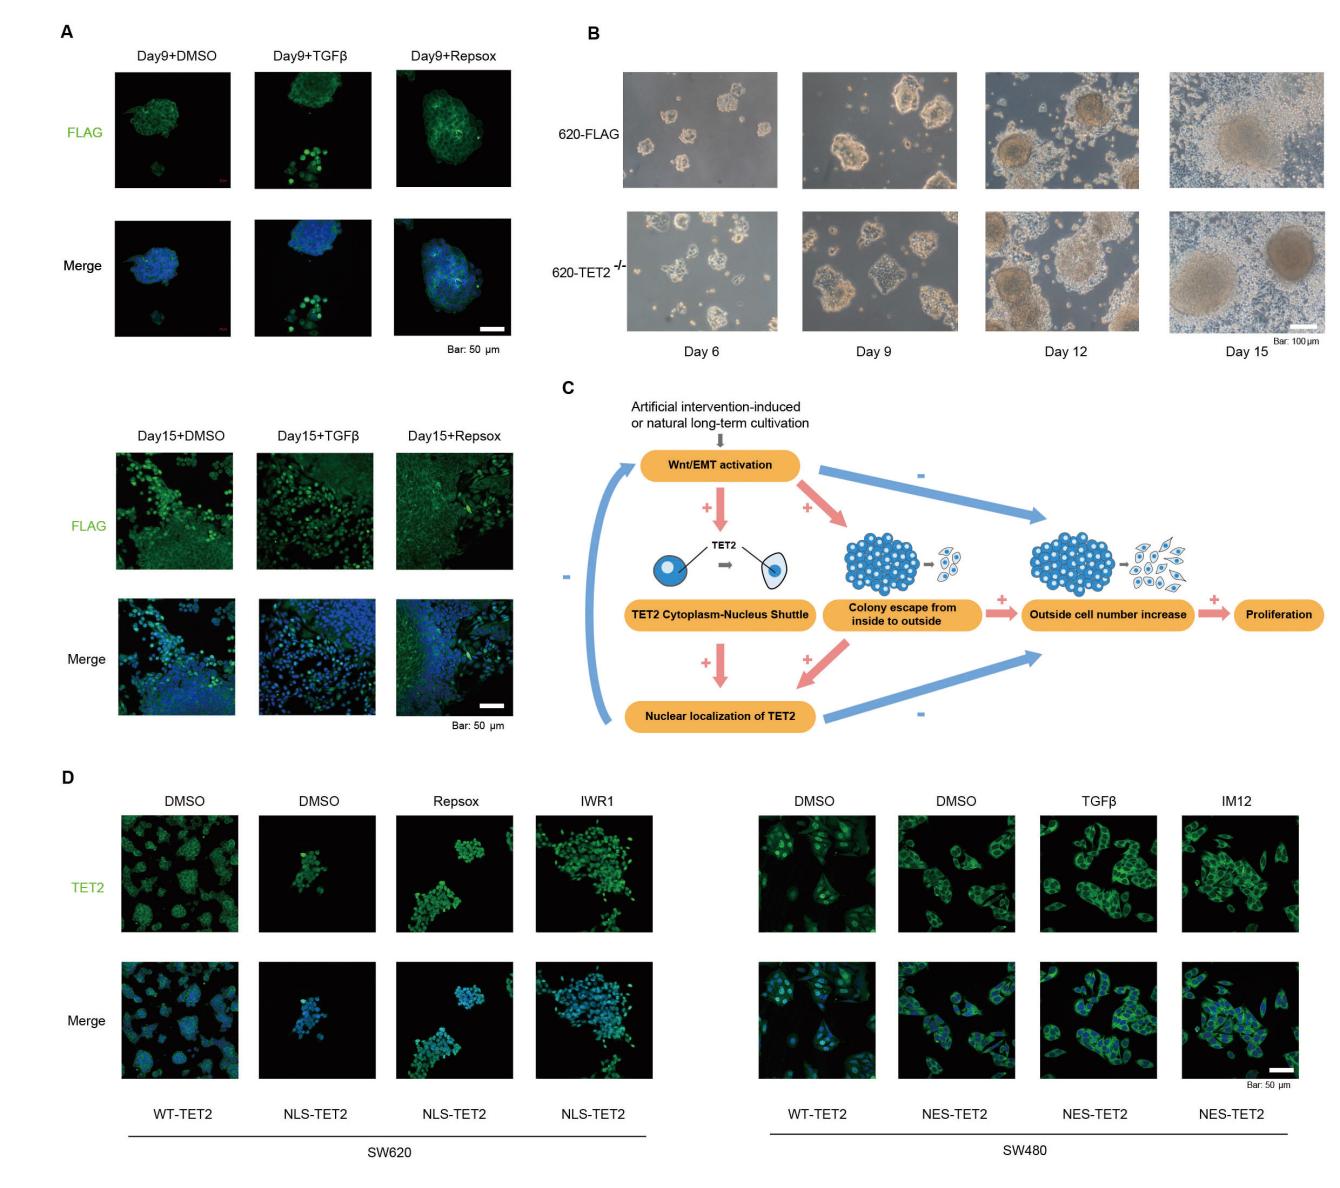

**Supplementary Figure S4. The impact of EMT and WNT pathway on the migration and TET2 localization of cells indicated.**

1. IF analysis of Day9 and Day15 colonies shows distinct TET2 localization with different treatments.
2. Long term culturing of TET2 knocked out SW620.
3. Schematic diagram shows the feedback regulation of EMT/WNT pathway and TET2 localization.
4. IF analysis of TET2CD localization in SW480 with WT-TET2/NES-TET2 and SW620 with WT-TET2/NLS-TET2 overexpression.

Additional statistical information was provided in Table S3

**Supplementary Figure S5**

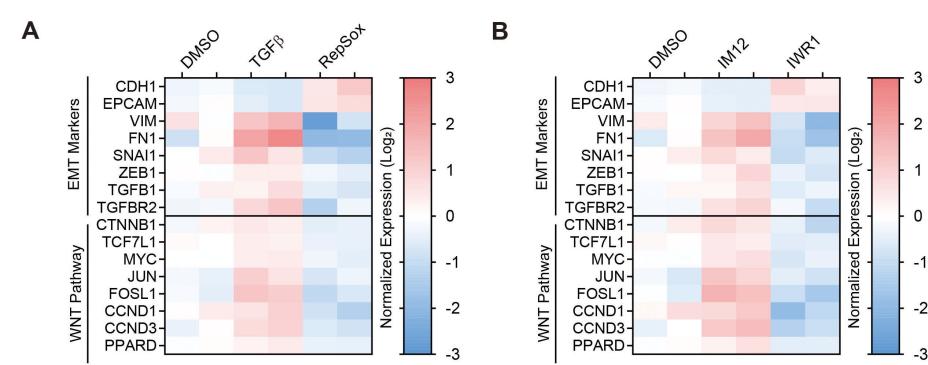

**Supplementary Figure S5. The interaction of the EMT and WNT pathway measured by RNA-SEQ**

(A) The expression of EMT markers and targets in the WNT pathway were summarized in SW620 cells treated with 1ng/mL TGF-β or 1 μM RepSox.

(B) The expression of EMT markers and targets in the WNT pathway was summarized in SW620 cells treated with 3.8 μM IM12 or 25 μM IWR1.

Additional statistical information was provided in Table S3

**Supplementary Figure S6**

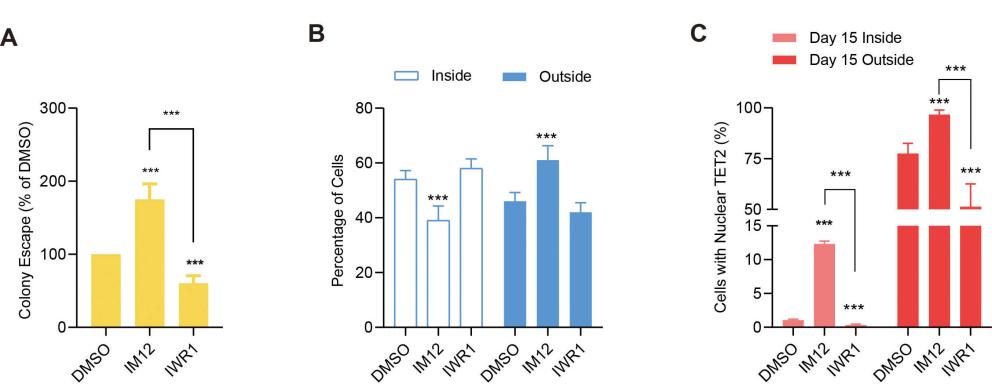

**Supplementary Figure S6. Modulating the WNT pathway affected the subcellular localization of TET2**

SW620 cells were treated with DMSO, 3.8 μM IM12 and 25 μM IWR1. The migration of cells out of colonies was calculated based on the proliferation rates and presented in (A). The percentages of cells inside and outsides the colonies on day 15 were summarized in (B). The percentages of cells with nuclear TET2 were listed in (C).

Additional statistical information was provided in Table S3.

**Supplementary Figure S7**

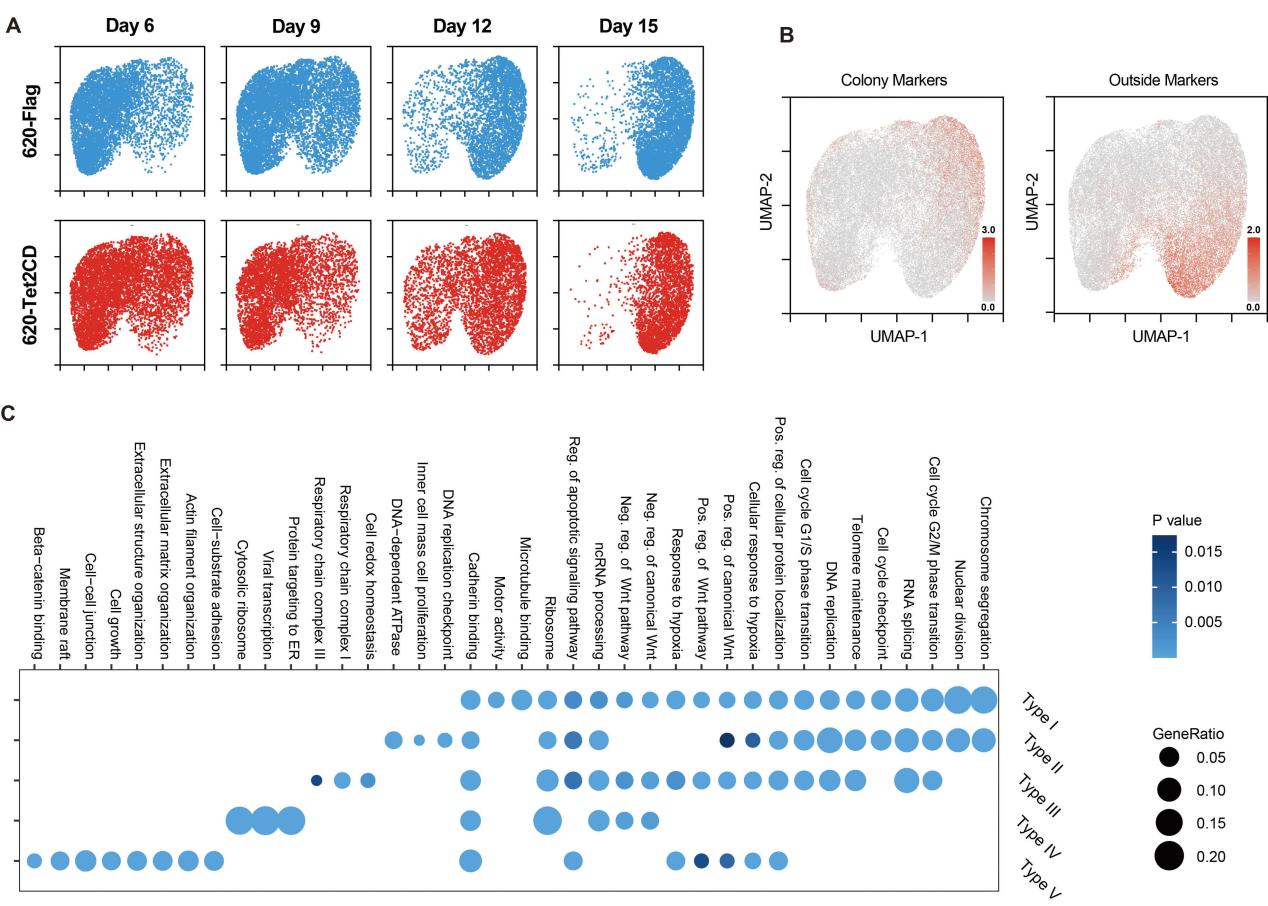

**Supplementary** **Figure S7. Cytoplasm-nucleus shuttling of TET2 during CRC progression**

(A) Cells on days 6, 9, 12 and 15 were summarized in UMAP plots.

(B) UMAP plot of the markers of cells inside and outside the colonies.

(C) GO analysis of the marker genes for the five types of cells.

Additional statistical information was provided in Table S3

**Supplementary Figure S8**

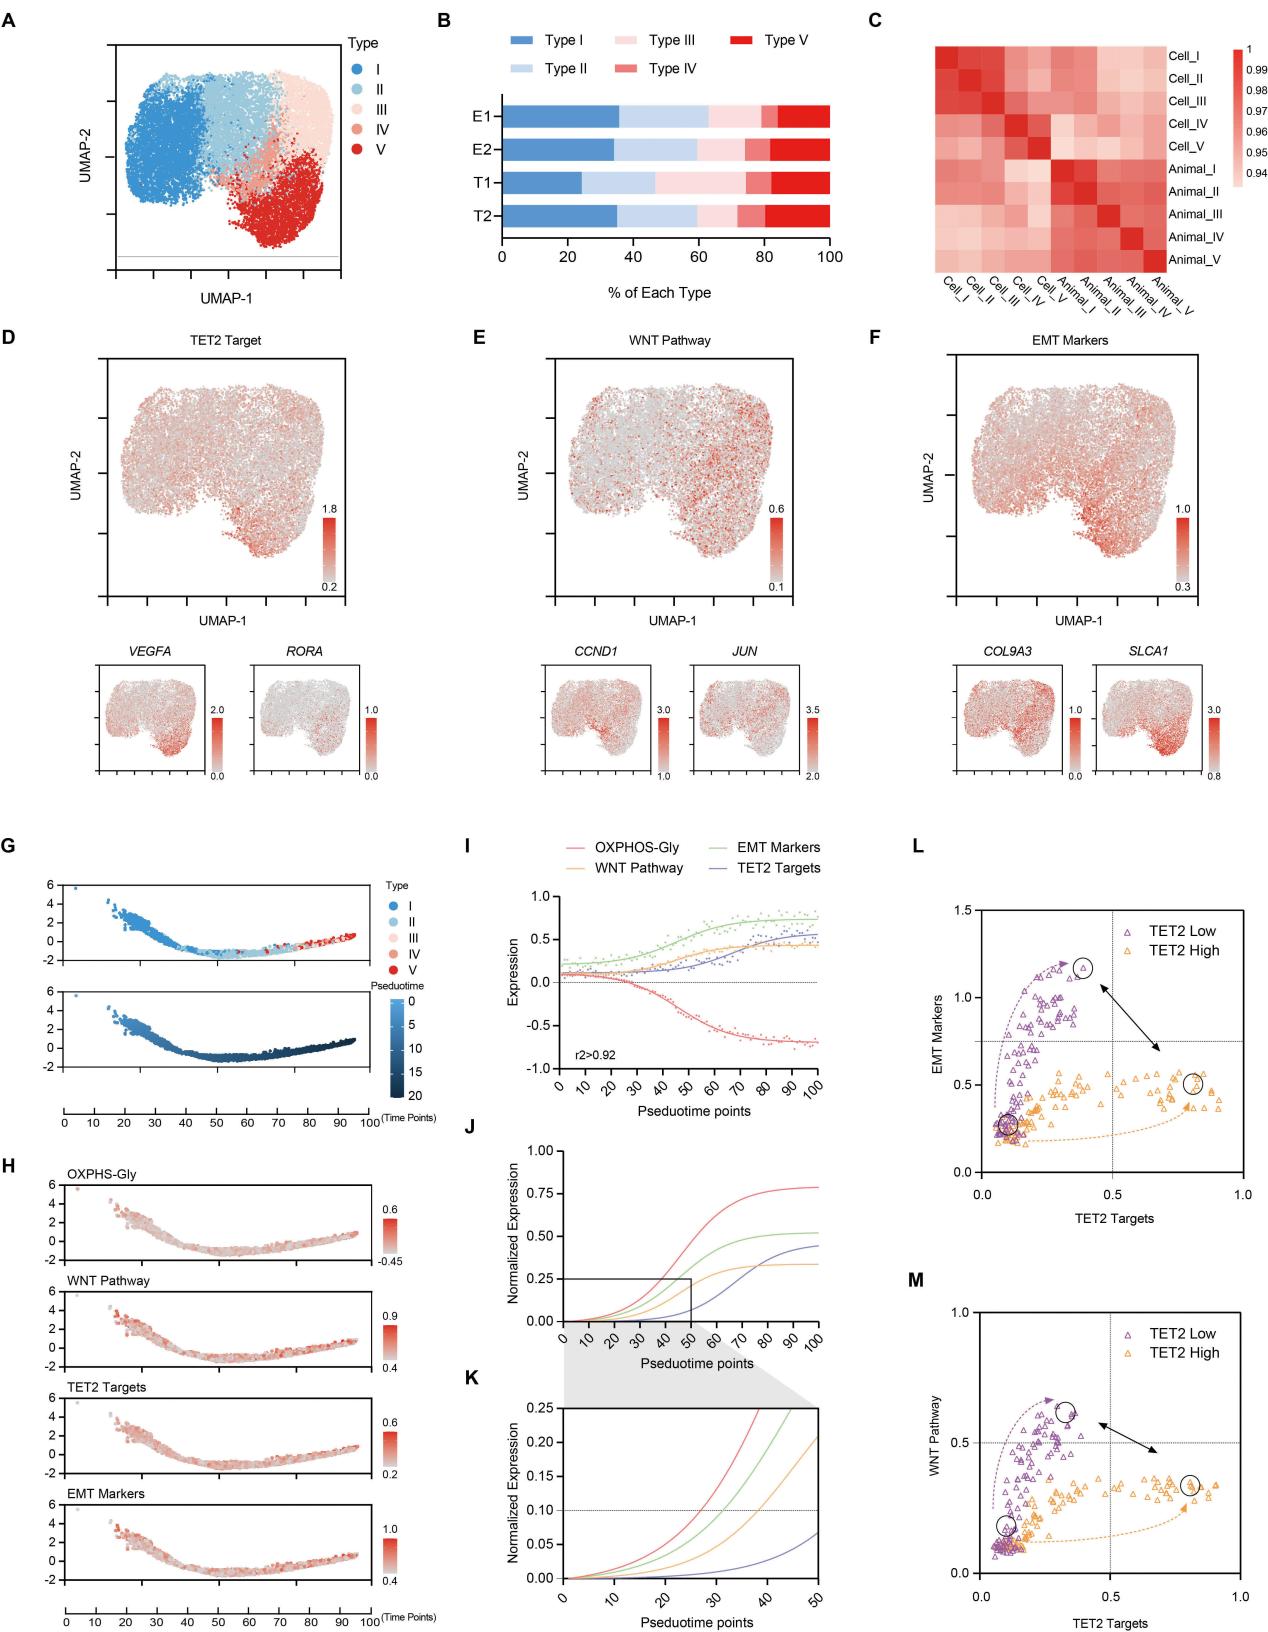

**Supplementary Figure S8. ScRNA-seq of the SW620-transplantaed nude mice model.**

(A-C) UMAP for all tumor cells that passed the RNA quality control steps. The cells were clustered into five groups according to gene expression (A). The percentages of the five types of cells were summarized in (B). E1, E2, T1, and T2 represent different mice tested. The expression profiles of the five types of cells were similar to those in Figure 5B (C).

(D-F) UMAP plot of TET2 targets (D), WNT targets (E), and EMT markers (F).

(G-H) Pseudotime analysis of genes related to metabolism, the WNT pathway, the activation of TET2 targets and EMT.

(I-K) Nonlinear regression was used to estimate the correlation between pseudotime and the expression of indicated genes (I). The nonlinear regression results were normalized and compared to reveal the temporal sequence of expression changes (J-K).

(L-M) The expression of genes related to the EMT/WNT pathways was plotted against those of TET2 targets. Cells were classified into two groups based on the expression of TET2.

Additional statistical information was provided in Table S3

**Supplementary Figure S9**

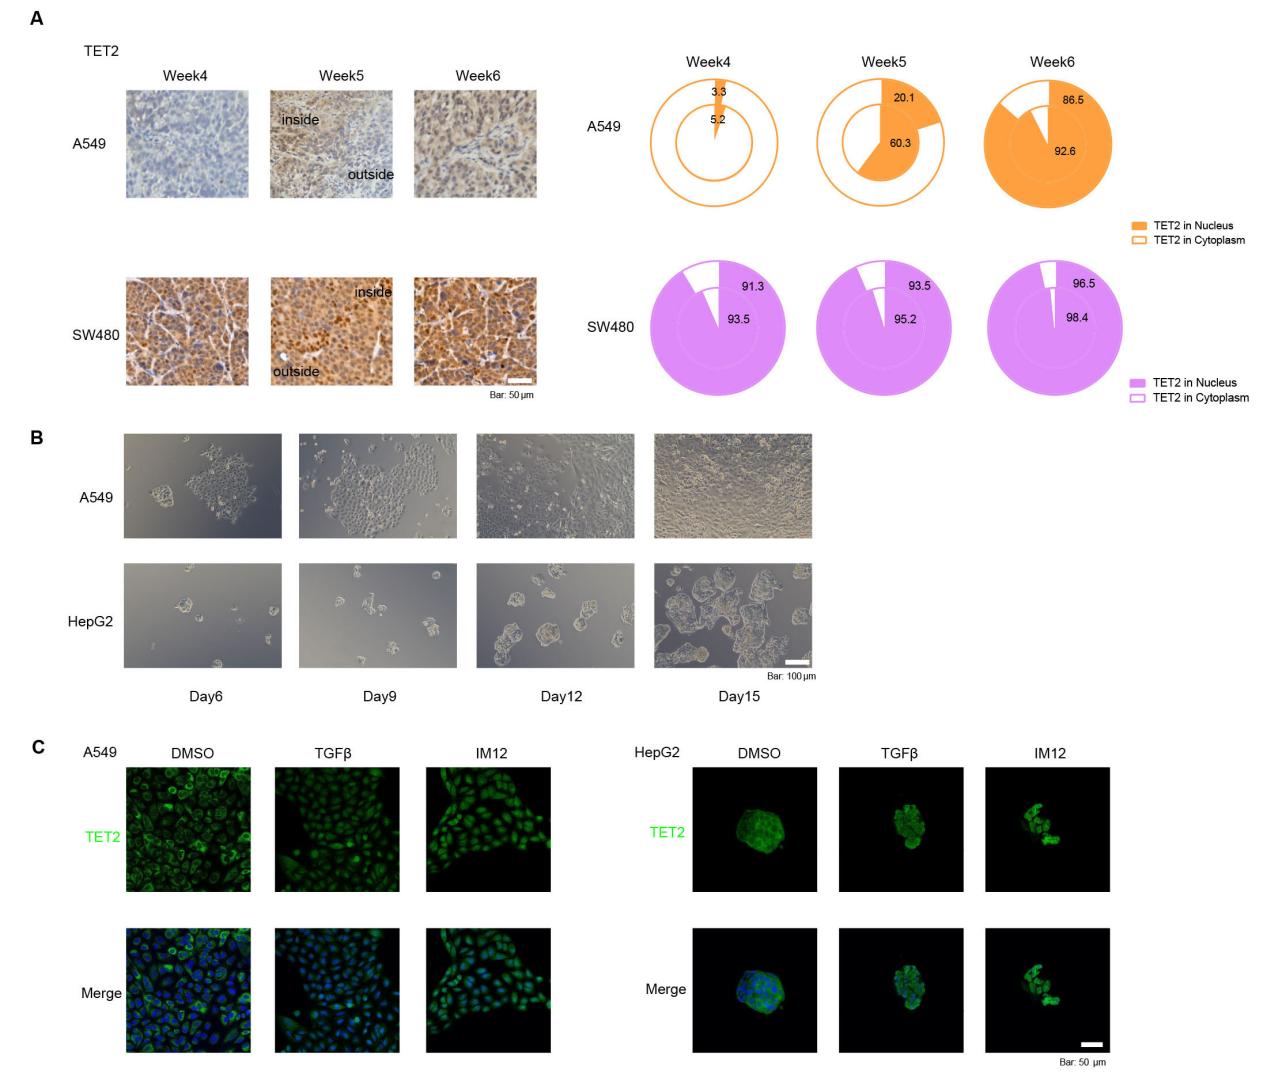

**Supplementary Figure S9. *In vivo* and *in vitro* analysis of TET2 localization changes in different tissue areas and different compounds treatments.**

1. *In vivo* nude mice subcutaneous tumor formation of A549 and SW480 at week4-6. The localization of TET2 was analyzed with IHC and related statistic summary was listed.
2. Phase contrast images of A549 and HepG2 cells during LTC.
3. IF analysis of TET2 localization changes with different compounds treatments in A549 and HepG2 cells.

Additional statistical information was provided in Table S3

**Supplementary Figure S10**

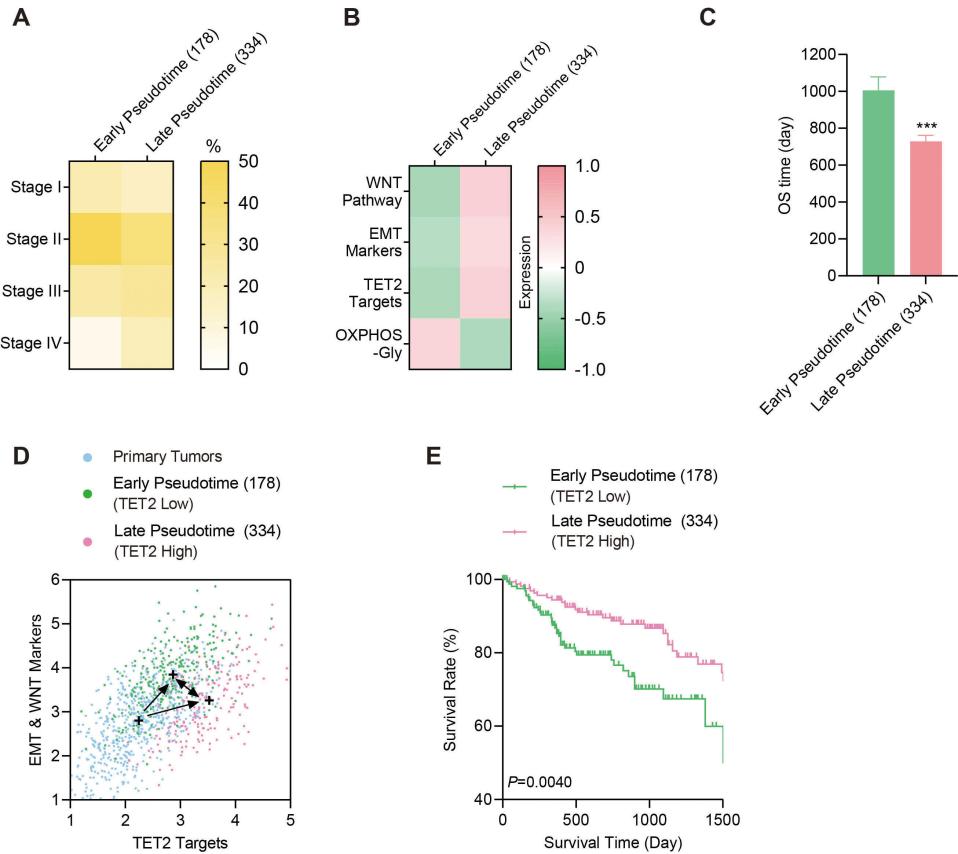

**Supplementary** **Figure S10. Pseudotime analysis of colon cancer TCGA samples**

(A) Colon cancer samples at different stages were classified into early and late pseudotime.

(B) The expression of EMT markers, WNT pathway targets, TET2 targets, and OXPHOS-glycolysis genes were summarized and compared between early and late pseudotime.

(C) The OS time of patients with colon cancer was compared between early and late pseudotime.

(D-E) The expression of EMT markers, WNT pathway targets, and TET2 targets were plotted. Samples were further divided based on the expression of TET2. The average expression in the three categories of cells was plotted and connected with arrows (D). The corresponding survival was analyzed with the Kaplan–Meier method (E).

Additional statistical information was provided in Table S3.

**Supplementary Figure S11**

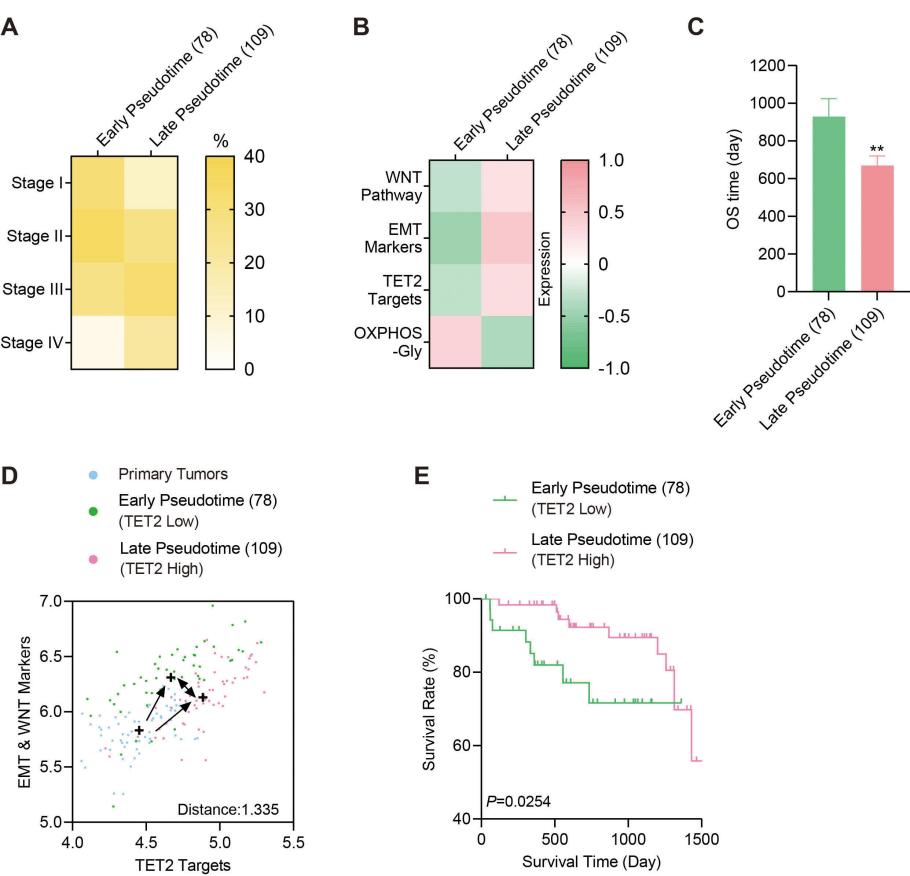

**Supplementary** **Figure S11. Pseudotime analysis of TCGA samples of rectal cancer**

(A) The rectal cancer samples at different stages were classified into early and late pseudotime.

(B) The expression of EMT markers, WNT pathway targets, TET2 targets and OXPHOS-glycolysis genes were summarized and compared between early and late pseudotime.

(C) The OS time of patients with rectal cancer was compared between early and late pseudotime.

(D-E) The expression of EMT markers, WNT pathway targets and TET2 targets was plotted. Samples were further divided based on the expression of TET2. The average expression in three categories of cells was plotted and connected with arrows (D). The corresponding survival was analyzed with the Kaplan–Meier method (E).

Additional statistical information was provided in Table S3.

**REFERENCES**

1 Li C, He J, Meng F, Wang F, Sun H, Zhang H, et al. Nuclear localization of TET2 requires beta-catenin activation and correlates with favourable prognosis in colorectal cancer. Cell Death Dis. 2023;14(8):552.

2 Iwano S, Sugiyama M, Hama H, Watakabe A, Hasegawa N, Kuchimaru T, et al. Single-cell bioluminescence imaging of deep tissue in freely moving animals. Science (New York, NY). 2018;359(6378):935-9.

3 Sherman BT, Hao M, Qiu J, Jiao X, Baseler MW, Lane HC, et al. DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res. 2022;50(W1):W216-W21.

# Supplementary material for: Cytoplasm-nucleus shuttling of TET2: an intrinsic brake in colorectal cancer progression
**Source:** Cell Death Dis. 2026 Jan 28;17(1):163. doi: 10.1038/s41419-026-08418-5
**Supplement:** Supplementary file 2 — Graphical Abstract legend

**Graphical Abstract TEXT**

Colorectal Cancer (CRC) progression is a complex and dynamic process closely linked to TET2-mediated mediated DNA demethylation. Nuclear increase of TET2 was observed at the invasion/migration front of CRC in clinical samples, CRC animal model and SW620 long term colony culture. Epithelial-mesenchymal transition (EMT) and the activation of the WNT pathway formed a negative feedback loop with TET2 which promote the nucleus localization of TET2 and tumor remission at the invasion front of CRC.

How the deposited data were processed for this re-analysis (not part of the article)

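Bulk RNA-seq came as 6 libraries and single-cell RNA-seq as 8, and cells inside and outside the colonies of a line may come from one culture. In the bulk data the authors deposited, for each library, an RSEM expected count and a TPM value per gene. The deposited single-cell matrices hold the UMI count of each gene in each cell barcode, written by Cell Ranger count against GRCh38. The 4 bulk libraries of day 15 (inside and outside the colonies, SW620-FLAG and SW620-TET2CD) entered the test of location. The other two, whole cultures of SW480 and SW620 on day 6, served for values only. The single-cell libraries were SW620-FLAG and SW620-TET2CD on days 6, 9, 12 and 15, with 1 library each. In the sample labels the SW620-FLAG cultures are called SW620, and the supplement and Fig. 5C give them as SW620-FLAG. The genome position of a gene was taken from the GENCODE annotation of GRCh38 by its Ensembl identifier. Of the 36601 genes in the single-cell matrices, 36556 were also in the bulk tables.

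Cells were kept with 200 to 4500 genes, 1000 to 20000 UMIs and at most 10% mitochondrial UMIs, the study's limits. Doublets were not called one by one, and leaving out the 8% of cells with most UMIs per library was an alternative. Whether the study used a doublet filter is not given in the sources used here. Clustering and pseudotime used scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and scikit-learn 1.9.0 in Python 3.11.15, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The authors' ordering used Monocle, and diffusion pseudotime took its place here. The marker lists for the types were written from the functions in Fig. S7C, since the study's own lists are not given in the sources used here. Cluster markers took part in the grouping, and the 20 genes named in the paper and the OXPHOS and glycolysis genes did not. A cluster stayed unnamed when its best list had a mean log2 ratio under 0.3, when it held fewer than 50 cells, when another list had more markers among its 10 leading genes, or when it was shallow with no marker of its own in front. The rules for resolution and naming were set after trial clusterings had been looked at.

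Gene tests used edgeR 4.0.16 (filterByExpr, TMM factors, quasi-likelihood test, two-sided) and, as an alternative, DESeq2 1.42.0 (Wald test), in R 4.3.3, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. The sums of a class entered with at least 50 cells. On simulated counts with the designs used here, edgeR recovered 72.4% of genes given a log2 fold change of 1 between late and early days, 91.9% between the lines and 93% between Type V-like and other cells, and 100% of those given 2 in each. These counts hold no difference between blocks, and genes of like expression share a dispersion, so recovery in the real counts may be lower. Exact permutation and sign-flip tests were two-sided. Their values, like all others from 1 library per condition, do not measure the spread between cultures of the same line and day. Named genes are those of the paper and, for each comparison, the 5 with the highest rise and the 5 with the deepest fall among genes past the threshold, changed the same way in each line, day or library and with a mean of at least 8 CPM. For Type V-like cells, genes that had shaped the clusters were left out of that choice. For bulk RNA-seq no gene passed, so only the paper's genes are named there.

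The alternatives, set before the data were examined unless said otherwise, were DESeq2, no filter on low counts, no block, every barcode, no upper limits, upper-quartile factors in place of TMM, and each library left out in turn. For clusters they were k-means with 5 centers, 20 principal components, cell-cycle genes left out (558 genes correlated at 0.3 or more with the Type I and II markers, or in those lists), cells thinned to 2000 UMIs, the 8% of cells with most UMIs left out, and a mitochondrial limit of 20%. For pseudotime they were 10% and 50% of each list's own range, rank on the first principal component, groups 36 to 75, the lists' genes kept, each line alone, a pseudocount of 0.1, and days 6 and 15 only. Added after the data had been seen were a resolution chosen again for each clustering, the score without a 2-fold minimum, pseudotime without the TET2-high cluster, TET2 targets without VEGFA or without RORA, places along pseudotime read without a curve, FN1 without the cluster it leads, and each library left out in the test of Type V-like cells. The outside score asked for 100 genes per side. Asking for 50 or 200 gave the same genes, because few passed the minimum.

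Reads were not aligned again. In vivo, patient, imaging, protein and methylation data are not analysed here, and neither are the conclusions that rest on them. The study took its OXPHOS, glycolysis and WNT genes from KEGG pathways and its TET2 targets and EMT genes from earlier reports. The genes in those lists are not written out in the sources used here, so the genes in its text and figures stood in, and OXPHOS and glycolysis genes were taken by symbol.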

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

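Among the tests in this part, that on the share of SW620-TET2CD cells with a TET2 UMI was chosen only after the result was seen. H19 (ENSG00000130600, chromosome 11, 1995166 to 2004552, minus strand), a long noncoding RNA that the paper does not discuss, stood at 785 TPM in SW620-TET2CD cells outside the colonies and at 50.95 TPM in those inside. In SW620-FLAG it stood at 0.48 and 0.41 TPM. This is a signal in a gene outside those the paper discusses, far above the level in the control line. TET2 went the same way, with 124 TPM outside and 38.1 TPM inside in SW620-TET2CD against 1.29 and 1.15 TPM in SW620-FLAG. These values come from 1 library per condition and were not tested against replicates.

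In the single-cell data, 21.4% (exact 95% interval 20.5 to 22.3) of SW620-TET2CD cells on day 6 fell into a cluster led by H19, RAB34, CALML3, SBSPON and TET2, against 0.505% of SW620-FLAG cells. On days 9, 12 and 15 its share was 21.3%, 15.6% and 15.9% in SW620-TET2CD and at most 0.226% in SW620-FLAG. The paper does not report this cluster. Within SW620-TET2CD, 81.9%, 73.1%, 69.4% and 56.2% of the cluster's cells on days 6, 9, 12 and 15 held a TET2 UMI, against 13.2%, 10.8%, 10.4% and 9.84% of the other cells. On day 6 the median depth was 9017 UMIs in the cluster and 8532 elsewhere. With cells thinned to 2000 UMIs the shares were 42.9%, 30.5%, 24.4% and 21.0% in the cluster and 4.33%, 3.34%, 2.51% and 3.22% elsewhere, while 0.402% to 0.748% of SW620-FLAG cells outside the cluster held a TET2 UMI. Between 62.6% and 77.0% of the TET2 UMIs of a SW620-TET2CD library lay in the cluster.

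If all cells of the line shared 1 TET2 level, a Poisson draw at each library's mean level would give a TET2 UMI to more cells than were seen. The highest ratio of the observed to the drawn share over the 4 libraries was 0.581, so the tables argue against a single shared level. Since the cluster formed without TET2, it does not rest on that gene alone. A subset of cells that carries more of the transgene is a candidate explanation, and so is a subclone or other cells mixed into the culture, which the design does not part from it. The cluster's presence in almost only 1 line on each day makes it as much a feature of that culture as a cell type.

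For the bulk libraries, more cells of this cluster outside the colonies may explain the rise of TET2 and H19. The 50 other genes highest in the cluster had a median log2 ratio outside over inside of 1.20 in SW620-TET2CD (percentile 100 of 10000 random lists of like expression), with 44 of 50 higher, and of 0.04 in SW620-FLAG (percentile 90.8), with 28 of 50 higher. The alternative, a higher TET2 level in each cell outside, cannot be told apart from this by the percentile of 100, since genes that follow TET2 would also rise. No spread between cultures was measured, and whether cells of the cluster leave colonies more readily is untested. No outlier was found in the 12 groups of 4 samples tested.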

How the results depend on the processing

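In this part, each clustering with the resolution chosen again, the pseudotime settings without the TET2-high cluster, VEGFA, RORA or a curve, the score without a 2-fold minimum and the test of Type V-like cells without each library were chosen only after the result was seen. In bulk RNA-seq, edgeR called 0 genes under TMM (1068 at an unadjusted p under 0.05), upper-quartile factors (1137), no line block (255) and without each library (103 to 1490), where 1 location is left with 1 sample assumed to vary like the other. DESeq2 called 21 genes and edgeR without the filter on low counts 472, for causes that were not tested. For days 12 and 15 against days 6 and 9 the count stayed within 1.5 times of 9587 under all alternatives run, from 8127 to 10117 with a library left out. For the lines, 696 genes became 1489 without the filter and 46 without the day as a block, where the spread between days enters the error. With a library left out the count ranged from 416 to 680, and it was 416 without SW620-FLAG day 9 and 426 without SW620-TET2CD day 9. For Type V-like cells, 6075 genes became 2119 without the library as a block. With a library left out it was 4474 to 6671. VIM and EPCAM passed only without SW620-FLAG day 9 among these fits, with log2 fold changes of 0.32 and 0.18. CTNNB1, past the threshold with all libraries, kept its call only without that library (0.24), and PPARD (0.44) and FOSL1 (0.39) were lost without SW620-FLAG day 12. Where the cause of a change is not given, the cause was not tested.

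Shares were tested with designs that cannot reach 0.05, so only their ranges are informative. The Type V-like difference between the lines kept its sign, from -4.97 to -12.0 points over the clusterings and filters fixed in advance and from -13.8 to -3.53 with a library left out, where -3.53 is the value without either day-15 library. The rise of Type V-like cells to late days was 28.997 to 61.7 points and 29.6 to 47.0 with a library left out, the fall of Type I-like cells -15.1 to -39.7 and -17.7 to -15.7, and the rise of Type IV-like cells 15.0 to 47.8 and 30.3 to 46.1. With the resolution chosen again the rise of Type IV-like cells without upper limits was 0.424 points, but there 91.7% of SW620-FLAG cells on day 15 were named Type V-like, so the classes are not those of the main clustering.

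The outside score had few genes, and asking for 50 or 200 per side moved nothing, which says nothing about its stability. Its difference between the lines was 0.03 to 0.23 and that between late and early days -0.61 to -0.23 with a library left out, and -1.14 at a pseudocount of 0.1. Without the 2-fold minimum they were 0.38 and -1.94.

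By fitted curves TET2 targets were in place 2 of 4 along pseudotime, place 3 at 50% of each list's own range, and place 1 for groups 36 to 75, with the lists' genes kept, in SW620-FLAG alone and without the TET2-high cluster. In the main fit's redraws they were first in 56 of 100, since the place of WNT is not determined. Without a curve they were in place 2 too, in front of EMT in 93 of 100 redraws. The difference in their change between the lines was 0.19 without RORA. That of EMT was 0.40 on the first principal component, 0.026 for groups 36 to 45 against 66 to 75 and 0.37 at a pseudocount of 0.1. The cause was not tested.

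Of the log2 fold changes of named genes, bulk had 152 values under alternatives (130 on the same side, 5 newly past the threshold, 17 moved), late against early days 377 (356, with 8 no longer past it, 4 newly past and 9 moved), the lines 364 (332, 15, 3 and 14 in that order) and Type V-like cells 280 (234, 35, 7 and 4). No value changed sign among the called ones. Depth limits rare genes most, as SPARC had 3 UMIs, and a Type V-like sum of 62 cells in SW620-FLAG day 9 limits that library.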

Differences from the paper's values

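Among the settings named in this part, a resolution chosen again for a clustering, TET2 targets without VEGFA, pseudotime without the TET2-high cluster, places along pseudotime read without a curve and the outside score without a 2-fold minimum were chosen only after the result was seen. A value counts as within reach of the paper's when the larger of the pair is at most 1.5 times the smaller, which is not a measure of error. The shares of Fig. 5C are over the 43,926 cells of the paper and those here over 48282 kept cells, in classes whose names were rebuilt from Fig. S7C, so the classes need not hold the same cells. The paper's Type I share in SW620-FLAG on day 15 is about 2.5% in Fig. 5C, read by eye, and 5.74% here. Of the alternatives set before the data were examined, k-means (2.75%) and leaving out the 8% of cells with most UMIs (3.60%) came within 1.5 times the paper's value, and the other 5 (20 principal components, cell-cycle genes left out, thinned cells, a mitochondrial limit of 20% and no upper limits) did not. In SW620-TET2CD on day 12 it is about 11% in Fig. 5C, read by eye, and 5.24% here, where the setting without upper limits (12.5%) came within 1.5 times of it and the other 6 did not. With the resolution chosen again, chosen after seeing the values, 20 principal components (10.5%) came within 1.5 times of it, and leaving out the 8% of cells with most UMIs (3.62%) did so for SW620-FLAG on day 15. In SW620-TET2CD on day 15 it is about 1.5% in Fig. 5C, read by eye, and 4.64% here, and none of the 7 alternatives set before the data were examined came within 1.5 times of it.

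The paper's Type IV share in SW620-FLAG is about 8% on day 6, about 18% on day 9 and about 48% on day 15 in Fig. 5C, read by eye, and 0.0721%, 0.573% and 23.7% here. In SW620-TET2CD it is about 12% on day 6 and about 18% on day 9 in Fig. 5C, read by eye, and 0% and 1.01% here. Of the 7 alternatives set before the data were examined, k-means came within 1.5 times the paper's value for SW620-FLAG on day 6 (7.55%) and day 9 (12.7%) and for SW620-TET2CD on day 9 (15.8%), and cell-cycle genes left out did for SW620-FLAG on day 6 (8.58%). The other alternatives for these values, and all 7 for SW620-FLAG on day 15 and SW620-TET2CD on day 6, did not. With cell-cycle genes left out and the resolution chosen again, chosen after seeing the values, SW620-FLAG on day 6 (7.99%) and SW620-TET2CD on day 9 (12.5%) came within 1.5 times the paper's.

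The paper's Type V share in SW620-FLAG is about 3.5% on day 6, about 7% on day 9 and about 41% on day 15 in Fig. 5C, read by eye, and 0%, 0.826% and 66.2% here. In SW620-TET2CD it is about 5% on day 6 and about 6% on day 9 in Fig. 5C, read by eye, and 0.0123% and 0.155% here. Of the alternatives set before the data were examined, a mitochondrial limit of 20% came within 1.5 times the paper's value on day 15 in SW620-FLAG (58.5%) and the other 6 did not. For the values of days 6 and 9 none of the 7 did.

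The paper's r2 between Type IV cells and bulk libraries is about 0.56 with SW620-FLAG cells inside, about 0.46 with those outside, about 0.53 with SW620-TET2CD cells inside and about 0.44 with those outside in Fig. 5D and Fig. S7B, read by eye, and 0.867, 0.864, 0.864 and 0.852 here. For Type V cells it is about 0.43 with SW620-FLAG cells inside, about 0.39 with SW620-TET2CD cells inside and about 0.53 with SW620-TET2CD cells outside in Fig. 5D and Fig. S7B, read by eye, and 0.845, 0.850 and 0.836 here. Of the alternatives set before the data were examined, Spearman's rho squared (0.820) and CPM in place of TPM (0.834) came within 1.5 times the paper's value for Type IV cells and SW620-FLAG cells inside, and Spearman's rho squared (0.786) did for Type V cells and SW620-TET2CD cells outside. K-means clusters did so for neither, nor did CPM for the second, and none of the 3 did for the other values. The paper's legend and methods do not give the genes, the scale or the sums of cells behind its r2. The sums here pool both lines and all days, so the values need not be like quantities.

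The curves of Fig. 5L are normalized in a way not given in the sources used here, and the step here is one of log2 CPM, so the places are not like quantities. The pseudotime group at which a list has moved by 0.1 is about 49 for WNT and about 51 for TET2 targets in Fig. 5L, read by eye, and 11.8 and 30.6 here. Of the 7 alternatives set before the data were examined, the fit over groups 36 to 75 (69.3) came within 1.5 times the paper's value for WNT and the other 6 did not, but the fitted change there was -0.13, a fall. For TET2 targets 10% of the list's own range (39.6), 50% of it (67.2) and the fit over groups 36 to 75 (41.3) did and the other 4 did not. TET2 targets without VEGFA, chosen after seeing the values, moved at group 36.7, within 1.5 times the paper's, and drop 1 of the genes the paper names. Without a curve, also chosen after, TET2 targets moved at group 45 and WNT at group 37, both within 1.5 times the paper's.

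The ratio of RORA in SW620-TET2CD over SW620-FLAG on day 12 is about 3.2 in Fig. S3I, read by eye, a PCR value, and 1.24 here from summed UMIs of 1 library per line. No alternative was run for it.

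The paper places Type V cells nearest to cells outside the colonies. Here Type IV-like cells had the higher r2 with each of the 4 bulk libraries, so 2 of 4 comparisons went in the paper's direction, those with cells inside. In the paper's direction, the outside score was higher in Type V-like than in Type IV-like cells in 4 of 4 libraries, by 0.90 in the mean (standard deviation 0.11, exact permutation p = 0.125), and without the 2-fold minimum, chosen after seeing the values, by 0.03 to 0.10. The paper places the TET2 targets last along pseudotime. Here the fitted curve put them in place 2 of 4, behind WNT, whose place is not determined, and first in 56 of 100 redraws. At 50% of each list's own change they were in place 3, after EMT. Without a curve they were 6 groups before EMT, in 93 of 100 redraws. Since the place depends on how a move is defined, the order is left open here. OXPHOS minus glycolysis preceded EMT in the paper and in 72 of 100 redraws of the main fit, but EMT came first in all 7 alternatives set before the data were examined and without a curve (group 51 against 59). Without the TET2-high cluster, OXPHOS minus glycolysis came first (group 48.4 against 51.5). The paper states a smaller rise of EMT in SW620-TET2CD, and here the mean of the EMT genes rose by 0.37 in that line and 0.18 in SW620-FLAG along pseudotime. Of these genes, VIM, SNAI1, TGFB1 and TGFBR2 went in the paper's direction, with the lower log2 ratio in SW620-TET2CD. ZEB1 (1.81 against 0.94 in SW620-FLAG) and FN1 (-1.24 against -2.19) carried the difference of the means. These changes are from the first 10 to the last 10 groups, whereas Fig. 5M draws points 36 to 75. From groups 36 to 45 to groups 66 to 75 the rises were 0.26 and 0.24, and the level in SW620-TET2CD was below that in SW620-FLAG at both ends (4.42 and 4.68 against 4.65 and 4.89). The difference in rise was above 0 in each alternative run. Fig. 3I shows 3 columns per condition where 1 library per condition was used here, and whether that library is among them is not given in the sources used here. For Fig. 3I, 7 of 16 markers moved as drawn in both lines, and SNAI1 (log2 ratios -0.17 and -0.70) and JUN (-0.16 and -0.69) moved against the drawing in both.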

Other observations

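In this part, the clusterings with the resolution chosen again, the tests on the Type V-like share without the TET2-high cluster, at equal depth and without upper limits, and the test on the FN1 cluster, were chosen only after the result was seen, as were the tests on the form of the pseudotime curve, on free RNA and on dividing cells, the limit to divisions that part all pairs or hold 2 libraries of each line on each side, and the score without a 2-fold minimum. With the line as a block, 34 divisions of the 8 libraries into groups of 4 could be fitted, of which 18 hold 2 libraries of each line on each side. Only 1 of the 18, days 12 and 15 against days 6 and 9, gave 9587 changed genes, and the highest of the others, like that of all 34, gave 0. For the lines, with the day as a block, 8 divisions part the libraries of each day. Only 1, the real one, gave as many as the 696 genes seen, and the highest of the others, like that of the 24 divisions that part fewer days, was 0. For Type V-like cells, 1 of the 16 divisions that part the sums of each library gave 6075 genes, the highest of the others gave 2380, and the highest of 44 divisions that part fewer libraries gave 1. With 18, 8 and 16 divisions the share cannot fall under 0.05, so chance cannot be excluded for these comparisons by this count. The late and early sides hold 2 days each, and the libraries of one day are not independent of each other.

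The lower Type V-like share of SW620-TET2CD on days 12 and 15 was weighed against 3 technical explanations. Without the cells of the TET2-high cluster the difference nearer 0 of the days was -6.02 percentage points, with cells thinned to one depth it was -14.9 points, and without the upper limits it was -7.35 points. In each case the intervals of the lines stayed apart on both days, so none of these accounts for the whole difference under the main clustering or that of the setting. Without the upper limits the day-12 shares themselves were only 8.22% in SW620-FLAG and 0.876% in SW620-TET2CD. The mitochondrial limit was not among the 3. At a limit of 20%, with the resolution kept, the differences were -10.9 and -9.70 points on days 12 and 15, with intervals apart. On day 15 the limit of 10% was exceeded by 15.5% of SW620-FLAG and 26.7% of SW620-TET2CD barcodes. Its part in the day-15 difference therefore stays open. With the resolution chosen again, the day-15 difference was -0.178 points with 20 principal components and 3.68 points with a mitochondrial limit of 20%, but no cluster was Type IV-like there, so the class is not the same and these values do not bear on it. With 1 culture per line and day, differences between cultures, the handling of libraries and an effect of the transgene all stay open.

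By the fitted curves the TET2 targets moved before the EMT list along pseudotime, but the place of a list is the foot of its curve. Without a curve they moved 6 groups before the EMT list, in that order in 93 of 100 redraws, which does not settle whether the form of the curve makes the order. The observed mean of the TET2 targets was 1.81 in groups 1 to 5, 1.61 in groups 26 to 30 and 2.09 in groups 46 to 50, and that of the EMT list was 4.50, 4.49 and 4.56. RORA and SPARC without VEGFA had moved by 0.1 at group 36.7 by the curve, against 49.95 for the EMT list. Without a curve they had moved at group 44, against 51. The list without VEGFA thus still moved before the EMT list in both readings. SPARC adds almost no UMI, so these values are those of RORA alone, a gene of few CPM, and no range is given for them. They therefore do not exclude VEGFA alone as the cause. Whether the order reflects hypoxia, density or TET2 activity was not tested.

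FN1 (ENSG00000115414, chromosome 2, 215360440 to 215436073, minus strand) fell along pseudotime from 206 to 12 UMIs between the first and last 10 groups, a log2 ratio of -1.79. A cluster of 784 cells led by FN1, LINC00923 and DACH1 made up 3.95%, 2.52%, 3.28% and 2.16% of SW620-FLAG cells on days 6, 9, 12 and 15 and at most 0.515% of SW620-TET2CD cells. Without that cluster FN1 still fell, with a log2 ratio of -1.68, so those cells are not the whole cause of the fall along pseudotime. No biological explanation was tested.

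In the mean over days and lines, the outside score was lower on the late days because the inside genes rose more than the outside genes. The score on days 6, 9, 12 and 15 was 0.88, 0.64, 0.20 and 0.97 in SW620-FLAG and 1.35, 0.94, 0.10 and 0.85 in SW620-TET2CD. In SW620-FLAG it was thus lower on day 12 only, and day 15 lay above both early days. On days 6, 9, 12 and 15 the outside genes stood at a mean log2 of 1.38, 1.298, 1.68 and 2.19 in SW620-FLAG and 1.74, 1.52, 1.52 and 2.37 in SW620-TET2CD. With 100 genes per side and no 2-fold minimum, the outside genes did fall, from 4.19 or more on days 6 and 9 to 3.44 or less on days 12 and 15 in both lines. More dividing cells outside than inside may be part of the reason for that fall. The 24 markers of Types I and II had a median log2 ratio outside over inside of 0.35 in SW620-FLAG (23 of 24 higher) and 1.31 in SW620-TET2CD (24 of 24 higher), each at percentile 100 of 10000 random lists. Of the 24 markers 12 are among the 100 outside genes, so this test is not independent of the fall and does not tell. The lists were written for cell types, and proliferation was not measured here. From its own LTC assay the paper reports that, between days 12 and 15, cells outside the colonies grew faster than those inside.

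CDH1 was higher in Type V-like than in other cells. With cells thinned to one depth, a CDH1 UMI was held by 14.5% and 5.67% of these cells on SW620-FLAG day 9, 16.4% and 9.15% on day 12 and 21.6% and 9.45% on day 15, and by 17.7% and 12.0% on SW620-TET2CD day 12 and 31.7% and 16.3% on day 15. The lowest ratio was 1.47. Before thinning, Type V-like cells were shallower than the other cells in each of these libraries, for example 6646 against 8121 UMIs in the median on SW620-FLAG day 15. Depth could thus only lower their share, so the thinning is no test of depth as a cause. Before thinning the lowest ratio was 1.14, which a like amount of free RNA in each droplet would not give, but the free RNA was not measured, so its part stays open. Summed over all cells CDH1 rose with the day, from 24.7 to 93.4 CPM in SW620-FLAG and from 31.4 to 119 CPM in SW620-TET2CD, while VIM stood at 552, 408, 327 and 423 CPM and at 543, 299, 319 and 233 CPM on days 6, 9, 12 and 15.

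In bulk RNA-seq of day 6, RORA stood at 7.54 TPM in SW480 and 0.67 TPM in SW620, VEGFA at 24.6 and 48.7 TPM, CDH1 at 16.1 and 71.1 TPM, VIM at 320 and 120 TPM and CCND1 at 795 and 63.2 TPM. In the summed single-cell counts RORA in SW620-TET2CD was 0.722, 0.817, 1.24 and 2.10 times that in SW620-FLAG on days 6, 9, 12 and 15, and VEGFA was 0.820, 0.673, 0.738 and 0.970 times. A cluster of 535 cells had a median mitochondrial share of 0.0441% and a median of 3653 UMIs per cell, and its cell type was not determined. Genes given here that are outside the naming rule were chosen after their values were seen.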
